# Transcriptional Pathology Evolves over Time in Rat Hippocampus after Lateral Fluid Percussion Traumatic Brain Injury

**DOI:** 10.1089/neur.2021.0021

**Published:** 2021-11-23

**Authors:** Rinaldo Catta-Preta, Iva Zdilar, Bradley Jenner, Emily T. Doisy, Kayleen Tercovich, Alex S. Nord, Gene G. Gurkoff

**Keywords:** differential expression, longitudinal, neurodegeneration, rat, TBI

## Abstract

Traumatic brain injury (TBI) causes acute and lasting impacts on the brain, driving pathology along anatomical, cellular, and behavioral dimensions. Rodent models offer an opportunity to study the temporal progression of disease from injury to recovery. Transcriptomic and epigenomic analysis were applied to evaluate gene expression in ipsilateral hippocampus at 1 and 14 days after sham (*n* = 2 and 4, respectively per time point) and moderate lateral fluid percussion injury (*n* = 4 per time point). This enabled the identification of dynamic changes and differential gene expression (differentially expressed genes; DEGs) modules linked to underlying epigenetic response. We observed acute signatures associated with cell death, astrocytosis, and neurotransmission that largely recovered by 2 weeks. Inflammation and immune signatures segregated into upregulated modules with distinct expression trajectories and functions. Whereas most down-regulated genes recovered by 14 days, two modules with delayed and persistent changes were associated with cholesterol metabolism, amyloid beta clearance, and neurodegeneration. Differential expression was paralleled by changes in histone H3 lysine residue 4 trimethylation at the promoters of DEGs at 1 day post-TBI, with the strongest changes observed for inflammation and immune response genes. These results demonstrate how integrated genomics analysis in the pre-clinical setting has the potential to identify stage-specific biomarkers for injury and/or recovery. Though limited in scope here, our general strategy has the potential to capture pathological signatures over time and evaluate treatment efficacy at the systems level.

## Introduction

The U.S. Centers for Disease Control and Prevention reported roughly 3 million traumatic brain injury (TBI) incident-related in- and outpatient emergency room visits in the United States in 2014.^1^ Among military service personnel, almost 20,000 soldiers experienced a TBI in 2019, mostly mild to moderate.^2^ Whereas severe TBI can have long-lasting effects resulting in a chronic disease state,^3^ most persons who experience a mild, and many with a moderate, severity of TBI do recover. However, it has also become clear that a percentage of mild and moderate TBIs are associated with increased risk for late-onset neurodegenerative diseases such as Parkinson's and Alzheimer's diseases.^4–7^

Measurement of the perturbations in gene expression in bulk tissue and single cells in rodent models of TBI has provided a systems-level perspective of the impacts of TBI.^8–12^ In the initial period after TBI, transcriptional studies have identified signatures of neuroinflammation, and cell death, that correlate with long-term outcomes such as cognitive dysfunction,^8^ with elevated transcription of inflammatory mediators observed for up to 1 year.^13^ Parallel to transcriptomic changes, initial studies of the epigenetic impacts of TBI^8,14,15^ found that 7 days post-injury, DNA methylation was impacted at hundreds of sites across the genome. Other epigenetic signatures, for example changes to histone proteins, have also been reported after TBI,^14,16^ though have not been explored in depth at genome-wide resolution. Despite the application of genomic approaches to dissect the impacts of TBI, few studies have paired full transcriptome RNA-sequencing (RNA-seq) and functional assays to link gene-regulatory control and transcriptional outcomes at the systems level.

Changes in gene expression post-TBI are dynamic and responsive to the state of recovery post-injury. For example, it is well described that cell death peaks acutely post-injury, and that there are immediate changes in neurotransmission that reduce plasticity,^17,18^ but that cognitive function recovers over a period of weeks. Pairing longitudinal transcriptional and epigenetic changes has the potential to illuminate mechanisms underlying long-term molecular pathology and the underlying epigenetic responses associated with both acute and long-lasting pathology. Toward these goals, we interrogated acute (1-day) and subchronic (14-day) transcriptional changes paired with genome-wide histone H3 lysine residue 4 trimethylation (H3K4me3) profiling in ipsilateral hippocampus in rats exposed to lateral fluid percussion (LFP) injury. Our results map molecular signatures associated with distinct expression trajectories post-TBI and find evidence of parallel alterations in histone H3K4me3 at relevant gene promoters.

## Methods

### Test animals

Adult male Sprague-Dawley rats (300–375 g; Envigo, Livermore, CA) were randomly assigned to sham control (*n* = 6) and LFP injury (*n* = 8) groups (Fig. 1A). These groups were further randomly separated for acute assessment 1 day post-injury (*n* = 2 sham, *n* = 4 LFP) and chronic assessment on day 14 post-injury (*n* = 2 sham, *n* = 4 LFP). Rats were housed in a campus vivarium with regulated temperature (22°C) and humidity (40–60%) and on a 12-h light/dark cycle. Rats had free access to food and water throughout the experiment. All procedures adhered to the National Institutes of Health guidelines and were approved by the University of California Davis Institutional Animal Care and Use Committee.

**FIG. 1.**
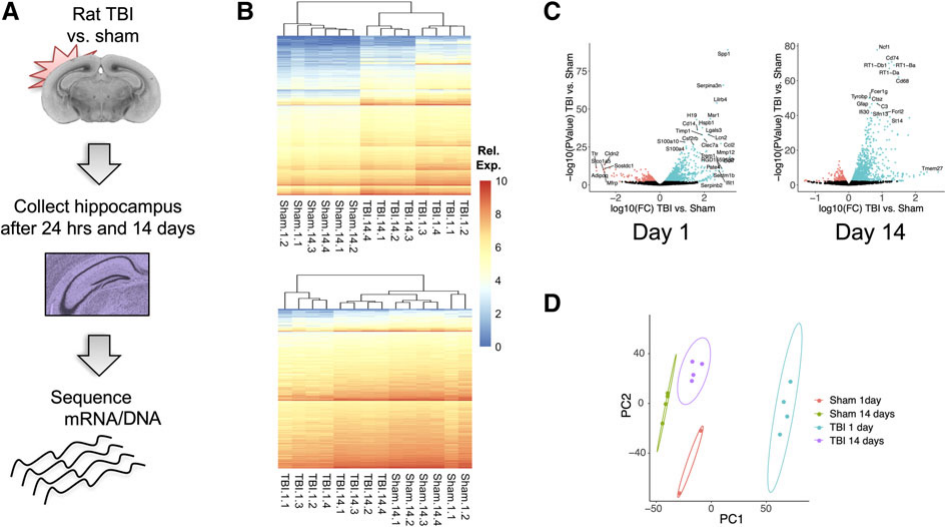
Differential expression of genes subjected to TBI. (**A**) Summary of experimental design. (**B**) Clustered heatmap of reads from upregulated (upper panel, *n* = 6870) and downregulated genes (lower panel, *n* = 10,302) at both time points (1 and 14 days after TBI) for genes with unadjusted *p* value <0.05. (**C**) Volcano plots of the differentially expressed genes at each of the time points. Each dot represents a gene; those colored in red were downregulated, whereas the ones in green were upregulated, TBI versus sham control (significance level is 99%, *α* = 0.05). Differential gene expression presented in log_10_ scale, with example genes labeled. (**D**) Principal component analysis plot showing the first two components. Ellipses represent cluster confidence intervals at the 95% confidence level (when there were only two data points, an ellipse was manually drawn to enclose both points). mRNA, messenger RNA; TBI, traumatic brain injury.

### Lateral fluid percussion injury rat model

Rats were randomly assigned to receive either LFP or sham injury.^19^ Sham animals received identical surgical procedures as TBI, including duration of anesthesia, except that the fluid percussion injury was not administered. Anesthesia was induced using 4% isoflurane (in air). Animals were then intubated, shaved, transferred to a stereotaxic frame, and mechanically ventilated to maintain a surgical plane of anesthesia using 1.5–3.0% isoflurane (in 2 NO_2_/1 O_2_) for the remainder of the surgery. After sterile preparation, a subcutaneous injection of 0.25% bupivacaine (0.1 mL) was delivered above the dorsal surface of the skull. A midline scalp incision was made, and the skin was retracted to expose the dorsal cranial surface. A circular 4.8-mm diameter parasagittal craniectomy was made over the right hemisphere midway between bregma and lambda and 3 mm lateral to midline using a trephine. Two stainless steel screws (0–80 degrees) were secured in the skull, anterior and posterior to the craniectomy. A custom three-dimensional printed injury hub, designed based on the properties of a traditional Leur Lock, was placed in the craniectomy and cemented to the skull with a combination of super glue gel and dental acrylic. The injury hub was then filled with sterile saline.

The fluid percussion device was calibrated to produce an injury of 2.12 ± 0.02 atm of pressure. In our hands, this injury typically results in a moderate injury with persistent spatial learning deficits for at least 2 weeks post-injury.^20,21^ The animal was removed from anesthesia, attached to the device, and the injury hammer was released upon return of the toe pinch reflex.^22^ Immediately post-injury, animals were observed for the recovery of the toe pinch withdrawal and then were returned to 2.5% isoflurane. Finally, the injury hub was removed, and the wound was sutured closed (4.0 braided silk suture), and the animal was placed in a heated cage and observed until becoming sternal.

### Hippocampal tissue collection

Rats were placed in an anesthesia chamber with continuous flow of 4% isoflurane with air as the carrier for 4 min and then, while still anesthetized, rapidly decapitated. The brain was exposed and rolled out of the skull and placed on filter paper atop a glass dish sitting on ice. The cortex was hemisected rostral to caudal, then rolled back (medial to lateral), exposing the underlying hippocampus. A curved, plastic spatula was used to roll the hippocampus out of the cortex and onto the filter paper. The same spatula was used to completely separate the hippocampus from the cortex and place it into a sterile microcentrifuge tube. Ipsilateral (right) and contralateral (left) hippocampus were collected separately.

### RNA-sequencing experiments

Fresh hippocampus samples from injury ipsilateral tissue were prepared as previously described.^23^ Total RNA was isolated from samples using Ambion RNAqueous (catalog no.: AM1912; ThermoFisherScientific, Waltham, MA) and assayed using an Agilent BioAnalyzer instrument (Agilent Technologies, Santa Clara, CA). A TruSeq Stranded mRNA kit (Illumina P/N 20020594; Illumina, San Diego, CA) was used to prepare the stranded mRNA libraries that were sequenced on the Illumina HiSeq platform using a single-end 50-bp strategy. Libraries were pooled at 6–12 samples per lane; each library was quantified and pooled before submission for sequencing. All samples were sequenced at the UC Davis DNA Technologies Core.

### ChIP-seq

Chromating immunoprecipitation sequencing (ChIP-seq) experiments were perfromed following established protocols.^24^ Frozen hippocampus tissue samples were individually crosslinked with a 1% formaldehyde buffer solution for 10 min, then washed and isolated. Resuspended crosslinked pellets were treated with protease inhibitor and sheared by sonication. Samples were then washed off of unbound DNA and free proteins and incubated with Histone H3K4me3 antibody (monoclonal antibody; catalog no.: 61979; Active Motif, Carlsbad, CA) and magnetic beads (Dynabeads^®^; ThermoFisherScientific) for 2 h at 4°C. After reaction, beads were magnetically separated, washed and de-crosslinked. Resulting DNA was then purified, size selected, and libraries were prepared using the Ovation Ultralow System V2 preparation kit (NuGEN P/N 0344; NuGEN Technologies, Inc., San Carlos, CA). Input control libraries were prepared from DNA before antibody pulldown. Libraries were quantified and pooled before submission for sequencing. The UC Davis DNA Technologies Core sequenced the libraries as 50-bp single-end reads on an Illumina HiSeq 4000 instrument.

### Quantification and statistical analysis

#### Differential gene expression analysis

We determined differential gene expression (DGX) between the TBI and sham control samples by individually aligning the FASTQ reads from the RNA-seq experiment to the rat genome (rn5) using STAR version 2.4.2a,^25^ after quality-control evaluation using FASTQC version 0.11.8^26^ and counting reads with featureCounts version 1.5.0,^27^ with UCSC gene annotations. We then analyzed samples using a custom R script running the limma-voom model.^28^ For gene expression trajectories across 1 and 14 days, we established sham at day 14 as the baseline, because they had recovered from acute sham injury, and normalized TBI gene expression (reads per kilobase of transcript, per million mapped reads; RPKM), using the DGX determined by the limma-voom method. Differentially expressed genes (DEGs) with similar trajectories were assigned into clusters. We conducted Gene Ontology (GO) analysis using the R clusterProfiler package,^29^ using *p*-value and *q*-value cutoffs of 0.05, for the genes in each of the expression pattern clusters defined at day 1 and day 14.

#### Chromatin immunoprecipitation sequencing data analysis

We quality checked and trimmed adapter sequences from the reads of the FASTQ files from ChIP and input control samples using FASTQC and Trim Galore! Version 0.5.0,^30^ respectively. Filtered reads were aligned to the rn5 genome (UCSC gene annotation) with bwa version 0.7.16a,^31^ with duplicate reads removed with Samtools version 1.8.^32^ We generated read coverage genome-wide estimates and peak calls for sham and TBI samples using the pileup outputs from MACS2 version 2.1.2.^33^ Using custom R scripts, we intersected coverages (pileups) from H3K4me3 in TBI samples and respective sham controls and filtered those annotated to gene promoters. For each individual set (TBI and sham), we ranked the coverages and used the ranks to compare against one another (to compensate for variations in sensitivity among data sets). We assigned up- or downregulated genes associated with each TBI-sham pair at each time point by association with the differential expression (DE) data.

We used the MACS2 bdgdiff function to compare normalized H3K4me3 enrichment, focusing analysis on gene promoters. Log likelihood of differential H3K4me3 between TBI and sham samples was estimated for all genes, and the top 100 up- and down-regulated genes ranked by differential promoter H3K4me3 were selected and tested for enriched GO terms and Reactome and PANTHER pathways using Enrichr (https://amp.pharm.mssm.edu).^34^ To determine whether differences in H3K4me3 change were greater than expected by chance, average log likelihood for differential TBI versus sham H3K4me3 for DEGs for each gene expression trajectory module was compared against genes that were not DE by linear regression, and ANOVA with Tukey's *post hoc* analysis were used to generate statistically significant results.

#### Data and Code Availability

The genomic data generated in this study and presented in this publication have been deposited in the NCBI database and are accessible through GEO Series accession number GSE173975 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173975) and can be visualized in UCSC track hubs whose information is provided on the Nord Lab GitHub page (https://nordneurogenomicslab.github.io/publications/).

## Results

### Gene expression perturbations after traumatic brain injury are both transient and persistent

Adult male Sprague-Dawley rats were randomly assigned to sham control (*n* = 6) and LFP (*n* = 8) groups (Fig. 1A). These groups were separated for acute assessment 1 day post-injury (*n* = 2 sham, *n* = 4 LFP) and subchronic assessment on day 14 post-injury (*n* = 4 sham, *n* = 4 LFP). 

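Polyadenylated RNA from the hippocampus on the injured side was sequenced from 14 rats: 2 sham and 4 TBI rats at day 1, and 4 sham and 4 TBI rats at day 14. Sham rats had the same surgery and anesthesia without the fluid percussion. The paper's description of the animals gives 2 sham rats at day 14, its results give 4, and the 4 labelled samples were all used here. The authors aligned single-end reads to the rat genome build rn5 with STAR and counted them on UCSC genes with featureCounts, and the counts were used as deposited, without normalization. The table lists 17172 genes by symbol, without positions. Total counts per sample were 19189470 and 23743703 in sham day 1, 17183319 to 23159858 in TBI day 1, 15506103 to 19175585 in sham day 14 and 15065540 to 19781459 in TBI day 14. Counts were normalized with edgeR's TMM factors, and 12875 genes with enough counts in the smallest group were tested. One quasi-likelihood model was fitted across the 4 groups, so that the spread of the pair of sham day 1 samples was estimated together with that of the other groups. P-values are two-sided and adjusted by the Benjamini-Hochberg method over all tested genes, and a DEG has an adjusted p-value under 0.05. Expression levels are log2 CPM with a prior count of 2. Where every sample of a group had 3 counts or fewer for a gene, the difference is given as a lower bound. Reads carry no molecular identifiers, so these bounds cover counting error only.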

RNA-seq was performed on bulk ipsilateral hippocampal tissue. We determined differential gene expression using the multiple-testing–corrected *p* value <0.05 between TBI and sham control at each time point. Full DGX results are reported in Supplementary Tables S1–S3. Overall, 1351 up- and 1013 downregulated DEGs were identified 1 day post-TBI, and 439 up- and 41 downregulated DEGs at 14 days, relative to time-point–matched sham controls.

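At day 1, 1437 genes were higher and 1021 lower in TBI than in sham day 1, each with an adjusted p-value under 0.05 by edgeR. At day 14, 524 were higher and 47 lower than in sham day 14. With unadjusted p-values under 0.05 the numbers were 2236 and 2193 at day 1, and 1162 and 551 at day 14. The alternative that changed the day 1 numbers by the largest factor was a fit of only the 6 samples of that day, which called 557 genes up and 94 down; sham day 14 as the baseline gave more genes in both directions. The same restriction at day 14 gave 903 and 205. With limma-voom on the same counts and design, 1405 and 984 genes were called at day 1, and 439 and 40 at day 14. Leaving out 1 of the 4 TBI day 1 samples at a time gave 1302 to 1677 genes up and 824 to 1467 down at day 1. Without a sham day 1 sample 1 would remain, so no genes were called in that case. Leaving out 1 sample of day 14 at a time gave 375 to 530 up and 21 to 46 down, with 31, 25 and 23 down without sham day 14 replicates 1, 2 and 4, and 21 and 25 without TBI day 14 replicates 1 and 4.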

Sham and TBI samples hierarchically clustered by group and time point, indicating overall DEG signatures that robustly discriminate TBI from sham as well as acute from subchronic time points (Fig. 1B). 

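Samples were clustered with complete linkage on Euclidean distances between log2 CPM, separately for genes whose unadjusted p-value was under 0.05 and that were higher after TBI at either day, and for those that were lower. Over the 2681 genes that were higher, sham day 14, TBI day 1 and TBI day 14 each formed 1 cluster of their own. Sham day 1 did not: replicate 1 stood alone and replicate 2 joined the sham day 14 samples. Over the 2581 genes that were lower, sham day 14 and TBI day 1 each formed 1 cluster, and sham day 1 replicate 1 fell with replicates 2 and 3 of TBI day 14. With all 12875 tested genes, each of the 4 groups formed 1 cluster. Average linkage on 1 minus the Pearson correlation left 1 group, instead of 2, in a cluster of its own over the genes that were lower. Between the sham day 1 samples the Euclidean distance over all tested genes was 93.0 (1 pair). It averaged 47.0 within sham day 14, 77.6 within TBI day 1 and 54.3 within TBI day 14. Between sham day 1 and sham day 14 it averaged 87.95, between sham day 14 and TBI day 14 70.5, and between sham day 1 and TBI day 1 119.2.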

A volcano plot demonstrates the magnitude of change for all tested DEGs, with the top DEGs (lowest *p* value and/or highest absolute expression fold change) labeled (Fig. 1C). In addition, a principal component analysis (PCA), using full transcriptomic data, similarly captured a well-defined separation of condition and time point (Fig. 1D), with the 1-day TBI signature driving the largest proportion of variance in PCA space (i.e., PC1).

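The text of Fig. 1C is legible for 17 genes at day 1 and 12 at day 14. Of the 17, 11 were called up and 6 down at day 1, and of the 12, 11 were called up at day 14. The exception, Tmem27, had no counts in any sham day 14 sample, was at least 16.8-fold higher in TBI day 14, and had an adjusted p-value of 0.162 by edgeR. That bound rests on TBI day 14 replicates 2 and 3, with 45 counts and more, since replicates 1 and 4 had 1 and 0; sham day 1 replicate 1 had 432. Among DEGs with a mean log2 CPM above 0 whose samples did not overlap, the largest increase was that of Spp1, with a log2 fold change of 10.14 at day 1 (SE 0.79, adjusted p = 3.2e-06 by edgeR) and 6.00 at day 14 (SE 0.49, adjusted p = 7.78e-06). At day 1 it was followed by Serpina3n, with 9.47 (SE 0.43, adjusted p = 1.18e-08 by edgeR), and by Ccl2, which was at least 531-fold higher than in sham. At day 14 Clec7a followed with 5.88 (SE 0.57, adjusted p = 1.96e-05 by edgeR) and Cd68 with 4.93 (SE 0.39, adjusted p = 7.2e-06). Under the same rule the largest decreases at day 14 were those of Slc38a4 with −2.004, Alox5 with −1.41 and Tacr3 with −1.39 (adjusted p = 0.00648, 0.00791 and 0.015 by edgeR). Tacr3 was not a DEG in 4 of the 8 fits that left out 1 sample of day 14: without sham day 14 replicates 2 or 4 its log2 fold change was −1.34 or −1.23, and without TBI day 14 replicates 1 or 4 it was −1.37 or −1.30. At day 1 the largest decreases under this rule were those of Cldn2 with −8.34, Acsm5 with −3.81 and Enpp2 with −3.48 (adjusted p = 0.00711, 0.000347 and 0.00375 by edgeR). Without sham day 1 replicate 1 these values were −2.20, −3.00 and −0.85. Ttr, another of the 6 genes lower at day 1, whose samples overlapped, had a log2 fold change of −9.56 (SE 2.31, adjusted p = 0.0104 by edgeR), and 0.63 without that sample. It had 140652 counts in sham day 1 replicate 1 and 70 in replicate 2, and 170, 24020, 141619 and 92 in the 4 TBI day 14 samples. With limma-voom, Ttr and Cldn2 were not DEGs at day 1 (−5.05 and −5.64). Ttr and Cldn2 belong to a list of 18 choroid plexus markers, whose mean expression relative to all samples was 5.55 in sham day 1 replicate 1 and −1.80 in replicate 2.

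**Figure D1:**
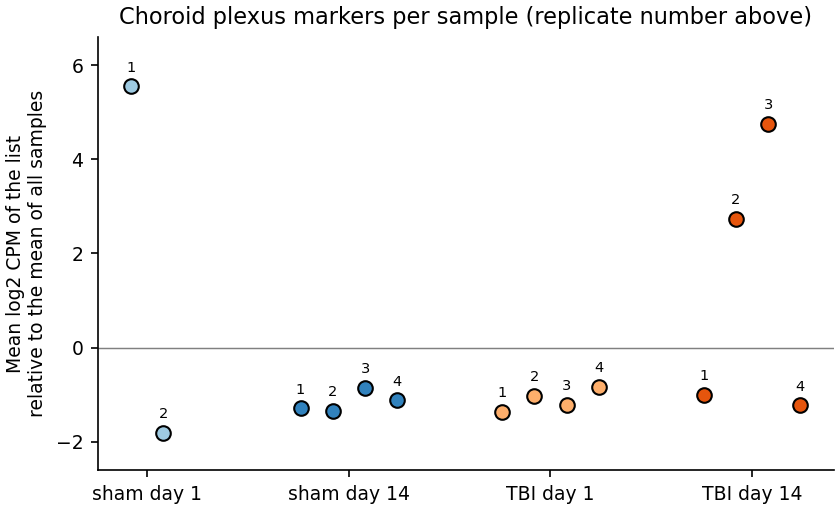
Mean log2 CPM of 18 choroid plexus markers in each of the 14 RNA-seq samples, relative to the mean of all samples; points are single samples and the number above each is its replicate number. Sham day 1 replicate 1 (5.55) and TBI day 14 replicates 2 (2.74) and 3 (4.75) lie above the other samples.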

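The paper's text does not name the settings of the PCA, so log2 CPM values of the tested genes were centered and not scaled. PC1 held 43.8% of the variance and PC2 16.9%, followed by 10.3% and 7.84% for the next pair of components. On PC1, the 4 TBI day 1 samples averaged 66.1 (range 62.1 to 70.1), TBI day 14 −16.9 (range −19.27 to −10.8) and sham day 14 −41.1 (range −42.9 to −40.04), and the sham day 1 samples lay at −25.2 and −7.43. The gap between TBI day 1 and the nearest of the 10 other samples was 61.5% of the range of PC1. TBI day 1 differed from the 10 other samples by 92.6 on average (exact two-sided permutation test, p = 0.000999, the smallest that the 1001 arrangements allow). On PC2 the group means were −47.6 in sham day 1, 0.54 in sham day 14, −1.72 in TBI day 1 and 25.0 in TBI day 14. Scaling each gene to unit variance gave 34.5% for PC1, 23.4% for PC2 and a gap of 16.1%.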

Genes that were differentially expressed at adjusted *p* value <0.05 at either time point (4354 total genes) were assigned to a coexpression module based on expression changes across time points (Fig. 2A). 

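Following the paper's methods, which take sham day 14 as the baseline of the trajectories, the day 1 call of a gene came from TBI day 1 against sham day 14, and its day 14 call from TBI day 14 against the same sham samples. Against sham day 14, 3220 genes were higher and 2698 lower at TBI day 1 with an adjusted p-value under 0.05 by edgeR (3640 and 3173 with an unadjusted p-value under 0.05). Together with the calls at day 14, 6019 genes changed at either day, of which 11 changed in opposite directions and were given no module. Genes with opposite directions numbered 5, 2, 7 and 2 in fits without sham day 14 replicates 1 to 4 and 7 without TBI day 1 replicate 2. They numbered 5, 4 and 4 without TBI day 14 replicates 1, 2 and 4. Leaving out 1 sample at a time gave 5112 to 6555 genes in all. With each day compared with the sham samples of its own day the number was 2646, and with all 6 sham samples as 1 baseline group it was 4461. The legend of Fig. 2A names a correction for batch effect and for the sham effect over time; the labels give no batch, and neither correction was applied here.

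**Figure D2:**
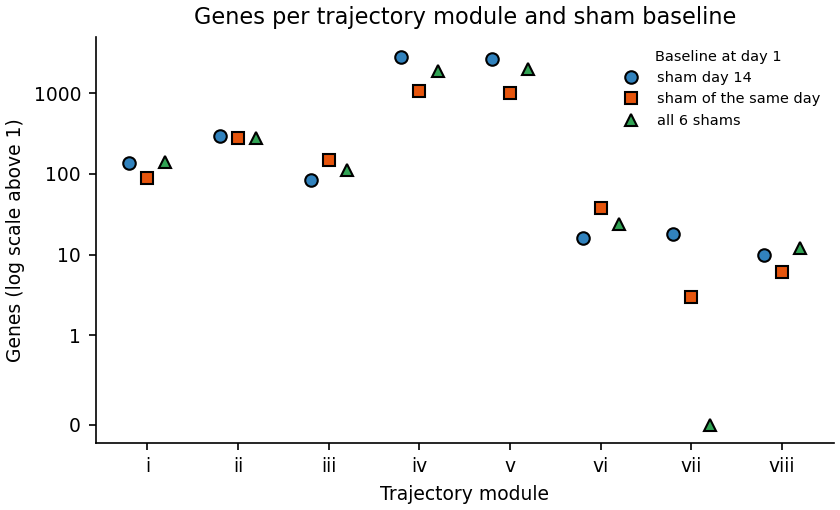
Number of genes in each trajectory module with 3 choices of the sham baseline at day 1; the vertical axis is on a log scale above 1. Circles use sham day 14, squares use the sham samples of the same day, and triangles use all 6 sham samples; modules iv and v hold the most genes with each of the 3.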

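The number of genes called up at both days with the larger log2 fold change at day 14 was 136. Their median log2 fold change against sham day 14 was 1.14 at TBI day 1 and 1.65 at TBI day 14. Of these, 88 (64.7%) were also DEGs in the same direction at day 1 against sham day 1. With time-point–matched sham samples, 90 genes had this trajectory. Fits without 1 sample gave 108 to 170 genes.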

A relatively small subset of genes was increased early after injury and then further increased in expression at 14 days (80 genes, module i). A larger subset had a larger increase on day 1 as compared to day 14, but remained significantly elevated at the later time point (238 genes, module ii). 

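Of the genes called up at both days, 295 had the larger log2 fold change at day 1, with medians of 2.19 at day 1 and 1.35 at day 14. The increase at day 1 was also called against sham day 1 for 268 of the 295 (90.8%). Time-point–matched sham samples gave 278 genes, and fits without 1 sample gave 201 to 310.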

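Up at TBI day 1 against sham day 14 and not called at day 14 were 2786 genes. Their median log2 fold change was 0.83 at day 1 and 0.09 at day 14, and 67.2% of them were also higher at day 14. For 870 genes (31.2%) the increase was also called against sham day 1, where the median was 0.36. Between the sham groups, 988 of the 2786 (35.5%) were higher in sham day 1 than in sham day 14 with an adjusted p-value under 0.05 by edgeR. The number of genes was 1069 with time-point–matched sham samples, and 1821 when these were combined with an unadjusted p-value under 0.05 at day 1. When 1 sample was left out, 2451 to 2996 genes were found.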

The largest module of genes (*n* = 2085) was significantly upregulated at 1 day, but was not statistically different from sham at the 14-day time point (module iv). This cluster was followed in size by the module of genes that showed the opposite effect of downregulated at day 1 but statistically similar by 14 days (1789 genes, module v).

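Lower at TBI day 1 against sham day 14 and not called at day 14 were 2662 genes, with a median log2 fold change of −0.79 at day 1 and −0.15 at day 14. At day 14, 80.8% of them were also lower. Against sham day 1, the decrease was called for 657 (24.7%), with a median of −0.37. Sham day 1 was lower than sham day 14 for 747 of these genes (28.1%) with an adjusted p-value under 0.05 by edgeR. With time-point–matched sham samples the number of genes was 1006, and fits without 1 sample gave 2223 to 2906.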

**FIG. 2.**
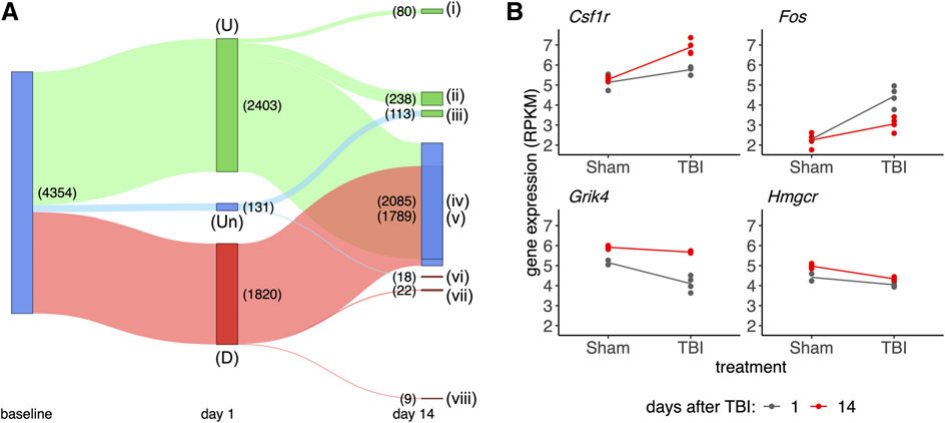
Gene expression trajectories over time after TBI. (**A**) Sankey plot showing the relative gene expression trajectory across the period 1–14 days after TBI (limma-voom model with *p* < = 0.05, expression normalized/corrected for batch effect and sham effect over time). Gene trajectory modules are labeled as follows: (i) denotes persistently upregulated genes; (ii) means acutely upregulated genes showing partial recovery at day 14; (iii) denotes genes with delayed upregulation; (iv) and (v) denote acutely up- and downregulated genes, respectively, showing full recovery at day 14; (vi) represents genes with delayed downregulation; (vii) depicts acutely downregulated genes showing partial recovery; and (viii) denotes persistently downregulated genes. (**B**) Expression level comparisons at both time points, TBI and sham control, for selected genes (*Csf1r*, *Fos*, *Grik4*, and *Hmgcr*) showing different trajectories. Gene expression is given in log RPKM (reads per kilobase of transcript, per million mapped reads). *Csf1r*, colony-stimulating factor 1 receptor; *Fos*, Fos proto-oncogene, AP-1 transcription factor subunit; *Grik4*, glutamate ionotropic receptor kainate type subunit 4; *Hmgcr*, 3-hydroxy-3-methylglutaryl-CoA reductase; TBI, traumatic brain injury.

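In the trajectories against sham day 14, 18 genes were lower at both days with the larger decrease at day 1, with a median log2 fold change of −1.06 at day 1 and −0.71 at day 14. For 12 of these 18 genes (66.7%), sham day 1 was also lower than sham day 14 with an adjusted p-value under 0.05 by edgeR, and 5 were DEGs in the same direction against sham day 1. The number of genes was 3 with time-point–matched sham samples, 0 with all 6 sham samples as the baseline (114 with unadjusted p-values under 0.05 at both days), and 53 with DESeq2. It was 40 without TBI day 1 replicate 1, 11 without TBI day 14 replicate 2, and 8 without any 1 of sham day 14 replicates 1, 2 and 4 and TBI day 14 replicates 1, 3 and 4. A further 10 genes were lower at both days with the larger decrease at day 14 (medians −0.51 and −0.73). This number was 5 and 3 without sham day 14 replicates 2 and 4, 6 without TBI day 14 replicate 1, and 21 with DESeq2.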

There were 22 acutely downregulated genes that demonstrated only partial recovery (module vii) by 2 weeks whereas only nine acutely downregulated genes were even more significantly perturbed at 14 days (module viii). In addition, there were two additional subsets of genes that were not acutely changed on day 1, with DE only on day 14. Of these genes, 113 had delayed upregulation (module iii) and 18 were downregulated only at day 14 (module vi). 

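Called up at day 14 and not at TBI day 1 against sham day 14 were 85 genes, with a median log2 fold change of 0.20 at day 1 and 1.38 at day 14. Of these, 13 (15.3%) were DEGs in the same direction against sham day 1, and time-point–matched sham samples gave 150 genes with this trajectory. Fits without 1 sample gave 57 to 99. Called down at day 14 and not at day 1 were 16 genes, with medians of 0.01 and −0.94, and 0 of the 16 were DEGs in the same direction against sham day 1 (2 with an unadjusted p-value under 0.05). Their number was 38 with time-point–matched sham samples, 37 with DESeq2 and 10 with limma-voom. It was 6 and 8 without TBI day 14 replicates 1 and 4, and 30 without TBI day 1 replicate 1.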

Overall, this analysis identified clear differences in expression and recovery among genes sensitive to TBI in the ipsilateral hippocampus, which may reflect both the trajectory of recovery and onset of long-term pathology.

### Differentially expressed gene expression trajectory modules are associated with distinct traumatic brain injury pathology

Critically, many of the observed DEGs are related to known changes in protein expression post-injury, the longitudinal design allowed for analyses of the trajectory for such genes over time. For example, Figure 2B shows expression differences for four example genes from four different modules with known TBI associations: colony-stimulating factor 1 receptor (*Csf1r*; neuroinflammation, module iii); Fos proto-oncogene, AP-1 transcription factor subunit (*Fos*; persistent activation, module iv); glutamate ionotropic receptor kainate type subunit 4 (*Grik4*; synaptic signaling, module v); and 3-hydroxy-3-methylglutaryl-CoA reductase (*Hmgcr*; cholesterol synthesis, module vii).

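Expression of Csf1r was 7.29 ± 0.13 log2 CPM in sham day 14 (SD, n = 4), 7.66 ± 0.15 in TBI day 1 (SD, n = 4) and 8.86 ± 0.38 in TBI day 14 (SD, n = 4). Its log2 fold change against sham day 14 was 0.37 at day 1 (SE 0.19, adjusted p = 0.119 by edgeR) and 1.60 at day 14 (SE 0.19, adjusted p = 0.000111). Relative to sham day 1 it was 0.43 (SE 0.23, adjusted p = 0.21 by edgeR), and 0.84 without sham day 1 replicate 1 and 0.11 without replicate 2. Fos rose from 2.97 ± 0.34 in sham day 14 (SD, n = 4) to 5.03 ± 0.46 in TBI day 1 (SD, n = 4) and stood at 3.73 ± 0.36 in TBI day 14 (SD, n = 4). The changes of Fos were 2.10 (SE 0.25, adjusted p = 1.18e-05 by edgeR) and 0.77 (SE 0.24, adjusted p = 0.113). Without TBI day 14 replicate 3 the change at day 14 was 0.92 and passed the threshold, as it did with DESeq2 and with the 8 samples of day 14 alone. Grik4 fell from 7.70 ± 0.06 in sham day 14 (SD, n = 4) to 5.76 ± 0.42 in TBI day 1 (SD, n = 4), and was 7.41 ± 0.04 in TBI day 14 (SD, n = 4). Its log2 fold changes were −1.89 (SE 0.17, adjusted p = 9.24e-07 by edgeR) and −0.29 (SE 0.16, adjusted p = 0.527). Against sham day 1, where its expression was 6.98 ± 0.22 (SD, n = 2), the change was −1.19 (SE 0.19, adjusted p = 0.000754 by edgeR).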

Moving from known individual markers to a systems-level approach to identify biological pathways and processes associated, each of the DE trajectories was evaluated by GO analysis performed on module DEG sets (*p*-value and *q*-value cutoffs of 0.05; full results in Supplementary Table S4; Fig. 3A). As expected, the modules harboring DEGs noted above were associated with expected biological functions (i.e., neuroinflammation, synaptic signaling, and cholesterol synthesis, respectively). In addition to these representative genes and pathways, we report the set of enriched GO terms for each trajectory module and show representative DEGs in Figure 3B–G.

**FIG. 3.**
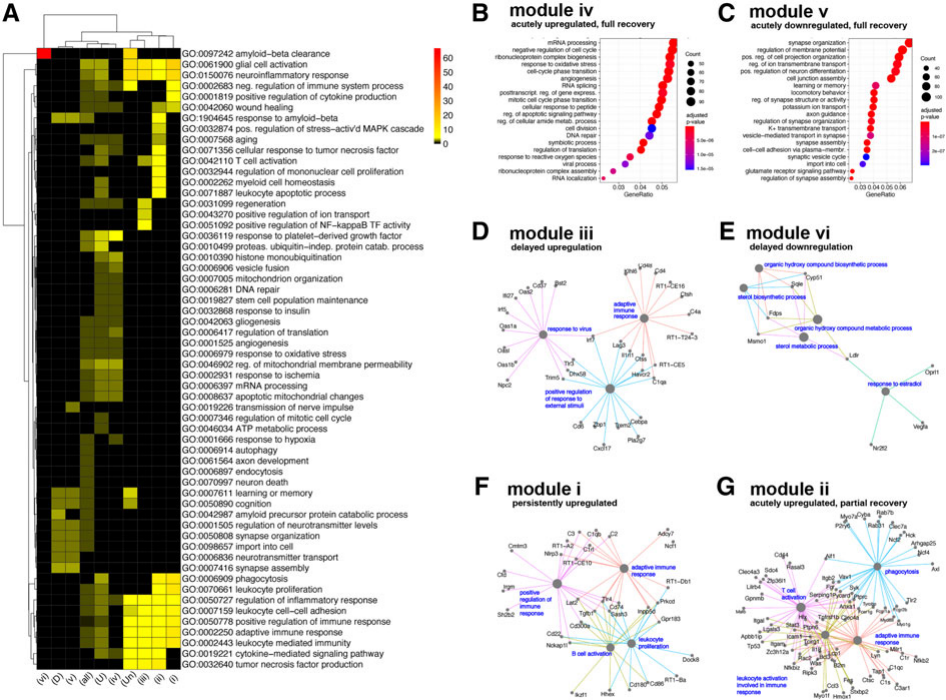
Gene Ontology (GO) analysis stratified according to expression trajectories. (**A**) Heatmap depicting brain-specific or general biological term enrichment for clusters identified as in Figure 2A (adjusted *p* value < = 0.05, 10 top enriched terms for each gene group defined). (**B**) Dot plot showing significance of top 20 GO categories for modules showing acutely upregulated genes showing full recovery at day 14 (*p* < = 0.05, *q* < = 0.05). (**C**) Same as (B) for acutely downregulated genes. (**D–G**) Network plots depicting genes annotated to up to the five most significant brain-related GO terms for the module with (D) delayed upregulation of gene expression in response to TBI, (E) delayed downregulation of gene expression, (F) persistent, increasing perturbation in gene expression, and (G) acutely upregulated genes showing a partial recovery at two weeks. ATP, adenosine triphosphate; MAPK, mitogen-activated protein kinase; mRNA, messenger RNA; NF, nuclear factor; TBI, traumatic brain injury.

Most of the GO terms that were enriched acutely (Fig. 3B, module iv) were associated with biological processes similar to previously described physiological progression of TBI recovery.^35^ As examples, *Capn2* and *Bax*, both involved in regulation of apoptotic cell death, were expressed acutely, but returned to baseline by day 14. Similarly, well-characterized inflammatory markers, such as *Il1b* and *Tnf*, were induced acutely and also returned to baseline by day 14. 

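Capn2 was expressed at 7.18 ± 0.13 log2 CPM in sham day 1 (SD, n = 2) and 8.10 ± 0.10 in TBI day 1 (SD, n = 4), a log2 fold change of 0.92 (SE 0.13, adjusted p = 0.000185 by edgeR). At day 14 its change was 0.01 (SE 0.10, adjusted p = 0.99 by edgeR), between −0.03 (without TBI day 14 replicate 4) and 0.07 when 1 sample was left out. A test of the difference between the days gave 0.92 for Capn2 (adjusted p = 0.00712 by edgeR). Bax rose by 0.59 at day 1 (SE 0.18, adjusted p = 0.0341 by edgeR), from 4.45 ± 0.43 (SD, n = 2) to 5.06 ± 0.10 (SD, n = 4). This call was lost without TBI day 1 replicates 1, 2 or 3 (0.55, 0.59 and 0.58) and with only the 6 samples of day 1, and the change was 0.92 without sham day 1 replicate 1 and 0.31 without replicate 2. Against sham day 14 the change of Bax at TBI day 1 was 0.31 (SE 0.14, adjusted p = 0.0891 by edgeR). At day 14 Bax changed by 0.11 (SE 0.14, adjusted p = 0.865 by edgeR; 0.032 without TBI day 14 replicate 2 and 0.18 without replicate 3), and the difference between the days was 0.47 (adjusted p = 0.275).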

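Il1b had 1 count in each of the sham day 1 samples and 81, 224, 148 and 62 counts in the TBI day 1 samples, and was at least 35.3-fold higher in TBI. Its log2 fold change at day 14 was 1.57 (SE 0.47, adjusted p = 0.0904 by edgeR). Tnf rose from −0.68 ± 0.77 log2 CPM in sham day 1 (SD, n = 2) to 2.01 ± 0.29 in TBI day 1 (SD, n = 4). This was a log2 fold change of 2.83 (SE 0.42, adjusted p = 0.000365 by edgeR), and 3.60 without sham day 1 replicate 1. At day 14 it changed by 0.13 (SE 0.33, adjusted p = 0.945 by edgeR), by 0.033 and 0.25 without sham day 14 replicates 3 and 1, and by −0.11 with the choroid plexus score of each sample as a covariate. Tnf differed between the days by 2.69 (adjusted p = 0.0122 by edgeR).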

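GO annotation was not used here. In its place, 26 lists of genes were written from general knowledge before the data were examined, 12 for pathways and 14 for cell types, and their overlap with each of the 8 modules was compared with all tested genes (one-sided Fisher's exact test, 208 tests, Benjamini-Hochberg adjustment). Of the 208 overlaps, 26 had an adjusted p-value under 0.05. Genes that were up at day 1 only held 13 of 25 genes of the apoptosis list (5.41 by chance, adjusted p = 0.00805 by Fisher's exact test), 15 of 27 of ribosome biogenesis (5.84 by chance, adjusted p = 0.00134) and 11 of 16 of the oxidative stress response (3.46 by chance, adjusted p = 0.000909). They also held 9 of 16 inflammatory cytokines and chemokines (adjusted p = 0.0235), 9 of 12 neutrophil and monocyte markers (adjusted p = 0.00134) and 8 of 8 erythroid markers (adjusted p = 7.63e-05 by Fisher's exact test). Against sham day 1, 0 of these 8 erythroid markers were called, and all 8 were higher in sham day 1 than in sham day 14, by a mean of 1.11.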

Other module iv upregulated GO terms included cellular homeostasis and immune/angiogenic response (ribonucleoprotein complex biosynthesis, angiogenesis, DNA repair, cell division, etc.), immediate response to environmental stimulus (response to oxidative stress, cellular response to peptide, etc.), and apoptosis (Fig. 3B, module iv). 

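Among genes that were down at day 1 only, 22 of 41 genes of the synaptic transmission list were found where chance gives 8.48 (adjusted p = 5.5e-05 by Fisher's exact test). For potassium channels the overlap was 16 of 20 genes (4.14 by chance, adjusted p = 5.74e-07 by Fisher's exact test). Oligodendrocyte markers were represented by 12 of 15 genes (adjusted p = 2.74e-05 by Fisher's exact test) and pyramidal neuron markers by 7 of 12 (adjusted p = 0.0394).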

Module v, representing genes that were acutely downregulated, was enriched for GO terms associated with synapse function and organization, potentially capturing changes in neuronal state and neurotransmission in response to both the acute excitotoxic period and activation of surrounding astro- and microglia (Fig. 3C, module v).

Of genes that are differentially expressed at 14 days, many were also differentially expressed acutely. These include genes in module ii that were upregulated at both time points, which were enriched for GO terms associated with immediate and adaptive immune response and phagocytosis (Fig. 3G). 

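Of the 571 DEGs at day 14, 383 were also DEGs at day 1 when each day was compared with its own sham samples. Of these 383, 368 were up at both days, 9 were down at both days and 6 were down at day 1 and up at day 14. Across all tested genes, the log2 fold changes of the 2 days had a Pearson correlation of 0.29, where genes are not independent replicates. With sham day 14 as the baseline at both days, 470 of the 571 were shared, 459 of them in the same direction, and the correlation was 0.53. In 20 simulated draws of unchanged groups compared with 1 shared sham group, the median correlation was 0.52 and the median number of shared DEGs was 0. No effect of TBI was simulated, so these values do not show how much the shared samples add to the observed ones.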

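Module ii held 11 of 19 phagocytic microglia and macrophage markers (0.435 by chance, adjusted p = 1.01e-11 by Fisher's exact test) and 9 of 18 reactive astrocyte markers (adjusted p = 6.51e-09). It also held 8 of 17 complement genes (adjusted p = 7.3e-08 by Fisher's exact test), 5 of 16 inflammatory cytokines and chemokines (adjusted p = 0.000322) and 4 of 26 genes of the interferon response (adjusted p = 0.0235).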

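Il18, a gene of the inflammatory response, was expressed at 2.95 ± 0.29 log2 CPM in sham day 1 (SD, n = 2) and 4.33 ± 0.13 in TBI day 1 (SD, n = 4), and at 2.87 ± 0.22 in sham day 14 and 3.89 ± 0.24 in TBI day 14 (SD, n = 4 each). It rose by 1.39 at day 1 (SE 0.21, adjusted p = 0.000447 by edgeR) and by 1.04 at day 14 (SE 0.17, adjusted p = 0.00112). Its changes at the 2 days differed by 0.35 (adjusted p = 0.487 by edgeR).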

As a representative gene, *Il18* is a cytokine of the IL-1 family involved in neuroinflammation.^36^ 

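Tyrobp, which encodes a signaling adaptor of microglia and other myeloid cells, had a log2 fold change of 2.36 at day 1 (SE 0.23, adjusted p = 1.36e-05 by edgeR) and 2.00 at day 14 (SE 0.18, adjusted p = 9.39e-06). Its expression was 4.15 ± 0.49 log2 CPM in sham day 1 (SD, n = 2), 6.52 ± 0.28 in TBI day 1, 3.97 ± 0.20 in sham day 14 and 5.97 ± 0.13 in TBI day 14 (SD, n = 4 each).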

Another example, *Tyrobp*, has previously been identified as chronically upregulated post-TBI.^37^ In contrast to the relatively large number of acutely upregulated genes showing partial recovery, only 22 acutely downregulated genes (module vii) showed continued downregulation at day 14, and these genes did not show statistically significant enrichment of specific GO terms.

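Among the 26 lists, those that overlapped the genes with continued downregulation by more than chance (adjusted p-value under 0.05 by Fisher's exact test) were cholesterol biosynthesis with 2 of 20 genes (adjusted p = 0.00359) and SREBF2 targets outside biosynthesis with 2 of 9 genes (adjusted p = 0.000909).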

Although there were a relatively small number of DEGs (80) in module i, genes upregulated acutely and with higher levels at day 14, these were strongly associated with specific GO terms, such as glial cell activation. Likewise, very few genes (nine) exhibited increased downregulation at day 14; however, these genes were not related to brain-specific GO terms. 

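Genes that rose further at day 14 held 5 of 9 genes of MHC class II presentation (adjusted p = 4.42e-07 by Fisher's exact test), 6 of 26 of the interferon response (adjusted p = 5.56e-06) and 5 of 17 of complement (adjusted p = 1.42e-05). MHC class II genes are near-identical copies in part, so reads can be counted on the wrong copy. Of the glial lists, phagocytic microglia and macrophage markers contributed 3 of 19 genes (adjusted p = 0.00933 by Fisher's exact test), homeostatic microglia markers 2 of 13 (adjusted p = 0.0595), reactive astrocyte markers 1 of 18 (adjusted p = 0.862) and homeostatic astrocyte markers 0 of 13 (adjusted p = 1).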

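The 10 genes with a larger decrease at day 14 included 2 of the 20 cholesterol biosynthesis genes (adjusted p = 0.00125 by Fisher's exact test), and this was the only one of the 26 lists with an adjusted p-value under 0.05 for this module.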

The final modules represent genes that had a pattern of delayed transcriptional perturbation, with DEGs significantly altered only at the 2-week time point. 

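Genes with delayed upregulation, up at day 14 and not called at day 1, held 6 of 13 homeostatic microglia markers (0.0858 by chance, adjusted p = 7.94e-09 by Fisher's exact test) and 6 of 26 genes of the interferon response (adjusted p = 4.42e-07). Complement contributed 2 of 17 genes (adjusted p = 0.0439 by Fisher's exact test).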

GO terms associated with delayed upregulation (module iii, 113 DEGs) are associated with innate and adaptive immune activation and inflammation (Fig. 3D). As an example, *Nrlp3* has been shown to be a driver of inflammation and immune response post-TBI.^38^ 

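Nlrp3 rose by 1.46 at TBI day 1 against sham day 14 (SE 0.24, adjusted p = 0.000205 by edgeR) and by 1.63 at TBI day 14 (SE 0.24, adjusted p = 0.000646). The change relative to sham day 1 was 1.38 (SE 0.30, adjusted p = 0.00635 by edgeR). Expression was 2.24 ± 0.35 log2 CPM in sham day 1 (SD, n = 2), 2.16 ± 0.20 in sham day 14, 3.60 ± 0.19 in TBI day 1 and 3.70 ± 0.52 in TBI day 14 (SD, n = 4 each).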

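Genes that were down at day 14 only included 4 of the 20 cholesterol biosynthesis genes, where chance gives 0.0249 (adjusted p = 3.17e-07 by Fisher's exact test). At day 14, Cyp51 changed by −0.82 (SE 0.16, adjusted p = 0.00483 by edgeR), Sqle by −0.67 (SE 0.11, adjusted p = 0.00185), Msmo1 by −0.68 (SE 0.15, adjusted p = 0.0123) and Fdps by −0.56 (SE 0.12, adjusted p = 0.013). Msmo1 was not a DEG without sham day 14 replicate 4 (−0.62), and Fdps was not a DEG without TBI day 14 replicates 1 or 4 (−0.52 in each fit). Of the genes legible in Fig. 3E, Sqle (−0.48), Vegfa (−0.42) and Oprl1 (−0.60) were also called down at TBI day 1 against sham day 14. This call of Vegfa was lost in 6 of the 8 fits that left out 1 sample of these groups (−0.33 to −0.44), and with at least 10 counts in every sample (−0.40).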

A very limited number of DEGs (18) exhibited a delayed downregulation (module vi) and were associated with sterol biosynthesis and metabolism (Fig. 3E), suggesting a possible change in cell-membrane–related cholesterol homeostasis.^39^

Interestingly, we detected a limited number of gene changes within modules that were not associated with GO terms or brain-specific GO terms. For example, some of the genes represented in module vii include *Cacna1i*, *Cd300lf*, *Cntnap4*, *Cpne7*, *Dhcr24*, *Fam65b*, *Ftl1*, *Hmgcr*, *Lgr4*, *Mlxipl*, *Nrros*, *P2ry12*, *P2ry13*, *Padi2*, *Pnck*, *Ptprcap*, *Ptprn*, *Rgs10*, *Spint1*, *Srebf2*, *T2*, and *Trpc7*. 

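Of these 22 genes, 17 were called down at TBI day 1 against sham day 14. The other 5 were lower there without being called: P2ry12 by −0.29, P2ry13 by −0.57, Rgs10 by −0.34, Nrros by −0.12 and Ptprcap by −0.38 (adjusted p = 0.267, 0.0581, 0.0889, 0.517 and 0.317 by edgeR). P2ry13 was called with DESeq2 and with the replicate block, and Rgs10 without TBI day 1 replicate 4 (−0.497), a fit in which P2ry12, Nrros and Ptprcap had −0.46, −0.011 and −0.18. P2ry12 had −0.17 without TBI day 1 replicate 2, and Nrros −0.18 without replicate 3. At day 14, 10 of the 22 were higher than in sham day 14 and 12 were lower, and 10 in each direction were called by edgeR. Against the sham samples of the same day, P2ry12 changed by −0.88 at day 1 (SE 0.24, adjusted p = 0.019 by edgeR) and by 1.25 at day 14 (SE 0.20, adjusted p = 0.00129), and by −0.58 at day 1 without sham day 1 replicate 1. Its expression was 4.61 ± 0.39 log2 CPM in sham day 1 (SD, n = 2), 3.72 ± 0.35 in TBI day 1, 4.03 ± 0.19 in sham day 14 and 5.26 ± 0.31 in TBI day 14 (SD, n = 4 each). On the same baselines P2ry13 changed by −0.995 and 1.14 (adjusted p = 0.0209 and 0.00711 by edgeR), and by −0.56 at day 1 without sham day 1 replicate 1. For Padi2 the values were −1.46 and 0.74 (adjusted p = 0.000338 and 0.0289 by edgeR), for Rgs10 −1.03 and 0.63 (adjusted p = 0.00178 and 0.032), and for Mlxipl −0.79 and 1.18 (adjusted p = 0.0372 and 0.0025). Padi2 was not a DEG at day 14 in 6 of the 8 fits that left out 1 sample of that day (0.62 to 0.77), and Rgs10 in 7. Mlxipl was not a DEG at day 1 without TBI day 1 replicates 1 or 2 (−0.71 and −0.68), and its change was −0.48 without sham day 1 replicate 2. Against sham day 1, 11 of the 22 were called down at day 1 and 3 up: Ftl1 with 0.89, Nrros with 0.65 and Ptprcap with 1.35 (adjusted p = 0.0246, 0.0195 and 0.0363 by edgeR). Against sham day 14, Ftl1 was called down (−0.73, adjusted p = 0.00712 by edgeR). Ptprcap was not called without TBI day 1 replicates 1 or 2 (1.17 and 1.20), with limma-voom, or with the choroid plexus score as a covariate, and Ftl1, with 0.59 without sham day 1 replicate 2, is 1 of several near-identical copies. Fits of only the 6 samples of day 1 did not call P2ry12, P2ry13, Rgs10, Mlxipl, Ftl1, Nrros or Ptprcap at that day. T2 (−1.22) and Trpc7 (−0.96) were lower at day 14 without passing the threshold (adjusted p = 0.0929 and 0.0665 by edgeR). Srebf2 was lower by −0.42 (SE 0.11, adjusted p = 0.0457 by edgeR), and was not a DEG in any of the 8 fits that left out 1 sample of day 14. Leaving out 1 sample gave 5 or 6 genes called up in 7 fits and 5 or 6 called down in 7, and 5 were called down with the choroid plexus score as a covariate.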

Although each gene has been associated with one or more GO terms, the module as a whole did not show enrichment for one particular ontology. Of note, *Hmgcr* is associated with cholesterol homeostasis, which has been described in module vi. Likewise, module viii includes genes such as *Adra2a*, *Ccdc33*, *Dpp10*, *Fdft1*, *Hmcn1*, *Klhl14*, *Slc38a4*, *Tacr3*, and *Tfrc*, which do not show significant enrichment for any term as a whole, even though each gene is a part of other ontologies and are associated with neurodegeneration.

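Each of the 9 genes was called down at day 14 and at TBI day 1 against sham day 14, and 4 of the 9 were called down against sham day 1. Tfrc, which encodes the transferrin receptor, changed by −0.40 at day 1 against sham day 1 (SE 0.17, adjusted p = 0.121 by edgeR; −0.25 without sham day 1 replicate 2) and by −0.83 at day 14 (SE 0.14, adjusted p = 0.0025). Against sham day 14 at both days, Tfrc had the larger decrease at day 1 (−1.10), and so did Ccdc33 (−1.595 and −1.02) and Hmcn1 (−1.601 and −1.149). The rest of the 9 genes had the larger decrease at day 14 on this baseline. Fdft1, which encodes squalene synthase, changed by −0.70 at day 14 (SE 0.11, adjusted p = 0.00146 by edgeR).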

### Parallel histone H3 lysine residue 4 trimethylation epigenetic changes at differentially expressed gene promoters 1 day after traumatic brain injury

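H3K4me3 was measured in the hippocampus of 2 sham and 2 TBI rats at day 1, each sample with an input of its own. The authors aligned reads to rn5 with bwa, removed duplicates with samtools and called broad peaks with MACS2, with the input of each sample as control and 1 genome-wide background in place of a local one. These peak lists were used here as deposited. Peak names inside the lists of the TBI samples carry a sham label, and the samples were assigned by their sample labels. After filtering, the samples held 17789038 and 18972037 tags in sham and 16062200 and 7236993 in TBI, and the inputs 31554318 to 39863113. The lists hold 116241 and 235078 peaks in sham replicates 1 and 2, and 178020 and 353688 in TBI replicates 1 and 2. The sample with the fewest tags, TBI replicate 2, thus had the most peaks. Median peak widths were 335, 333, 299 and 200 bases, and the peaks covered 83.2, 134.5, 109.9 and 136.5 Mb. Peaks with a −log10 q of at least 10 numbered 13197 and 12439 in sham and 13727 and 10034 in TBI, which were 11.3%, 5.29%, 7.71% and 2.84% of each list. The headers of the lists state that q was not calculated, although the column holds values, so results at this threshold rest on the column as deposited. With the peaks of both samples of a pair pooled, so that the longer list weighs more, 35.7% overlapped by at least 1 base between the sham samples. This share was 24.5% between the TBI samples and 27.7% between a sham and a TBI sample. With peaks of a −log10 q of at least 10 alone, these shares were 95.2%, 84.2% and 91.2%. With 2 samples per group no exact test can reach a p-value under 0.05, and none was run.

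**Figure D3:**
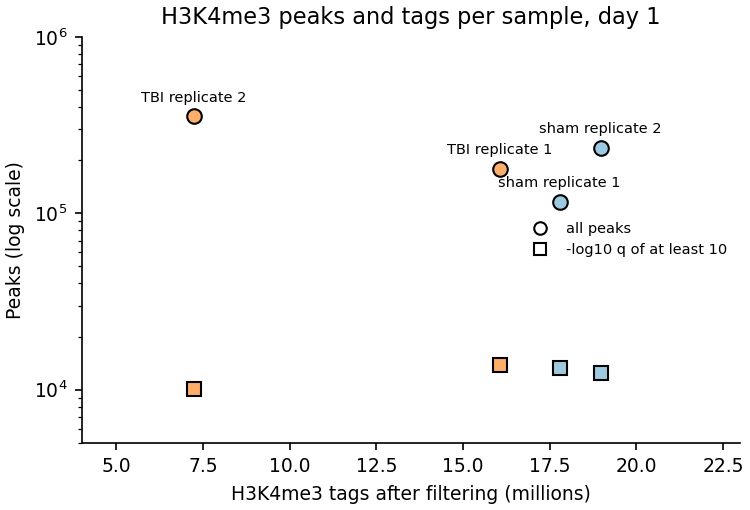
Number of H3K4me3 peaks (log scale) against the number of tags after filtering, for the 2 sham and 2 TBI samples at day 1; circles are all peaks and squares are peaks with a −log10 q of at least 10. TBI replicate 2 has 353688 peaks, from 7236993 tags, and 10034 of the stronger peaks.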

To explore the link between transcriptional changes and TBI-induced acute epigenetic effects, we conducted ChIP-seq with antibodies targeting H3K4me3, a histone H3 post-translational modification found to be a signature for active transcription history that is characteristically found at gene promoters.^40,41^ H3K4me3 is generally associated with transcriptional activation, and, as expected, overall gene expression levels were correlated with H3K4me3 at the promoter.

Specifically, in line with DEG changes post-TBI, upregulated genes had generally higher H3K4me3 enrichment in TBI versus sham samples, and the inverse was true for downregulated genes (Fig. 4A). 

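The paper ranked coverage within each data set because sensitivity differed between them, and peaks were compared by rank here as well. Peaks of the 4 lists were merged into 623535 regions, of which 34589 held a peak in every sample. Regions with a peak in both TBI samples and no sham sample numbered 15055, and those with a peak in both sham samples and no TBI sample 10793. Leaving out 1 sample changed the first number to between 18955 and 265263 (265263 and 103457 without TBI replicates 1 and 2). The second became 17537 and 16290 without TBI replicates 1 and 2, and 141752 and 50909 without sham replicates 1 and 2, and the number of all regions fell to 380590 without TBI replicate 2. Of 14111 regions with a −log10 q of at least 10 in any sample, 14104 held a peak in all 4, and their highest pileups were ranked within each sample as percentiles. Across these regions, which are not independent replicates, the Spearman correlation was 0.924 between the sham samples, 0.91 between the TBI samples and 0.896 to 0.92 between a sham and a TBI sample. The mean rank of TBI minus that of sham had an SD of 9.29 percentile points, against 8.85 and 7.75 points for the other ways to pair the 4 samples. It exceeded 10 points in 22.1% of regions, against 22.1% and 17.6%. Both TBI samples ranked above both sham samples in 2723 regions (19.3%) and below them in 2390 (16.9%), where chance gives 16.7% each. With the samples paired across groups, sham 1 and TBI 1 ranked above the others in 2885 regions and below in 2048, and sham 1 and TBI 2 in 2078 and 1978. Among the regions with the largest differences were chromosome 6 from 137759410 to 137764662 (50.8 points) and chromosome 20 from 42613974 to 42617483 (−71.0 points), in rn5 coordinates. Promoters were not analysed here.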

Changes in H3K4me3 in TBI samples were generally subtle, and many DEGs did not exhibit changes at the level of sensitivity of these experiments. However, a small set of upregulated DEGs (*n* = 223) showed strong enrichment of H3K4me3 in TBI samples when compared with sham controls, as indicated in the dashed box in Figure 4A. For these genes, the level of promoter H3K4me3 in sham controls was low or undetectable, suggesting transition from a silent to active transcriptional state post-TBI.

**FIG. 4.**
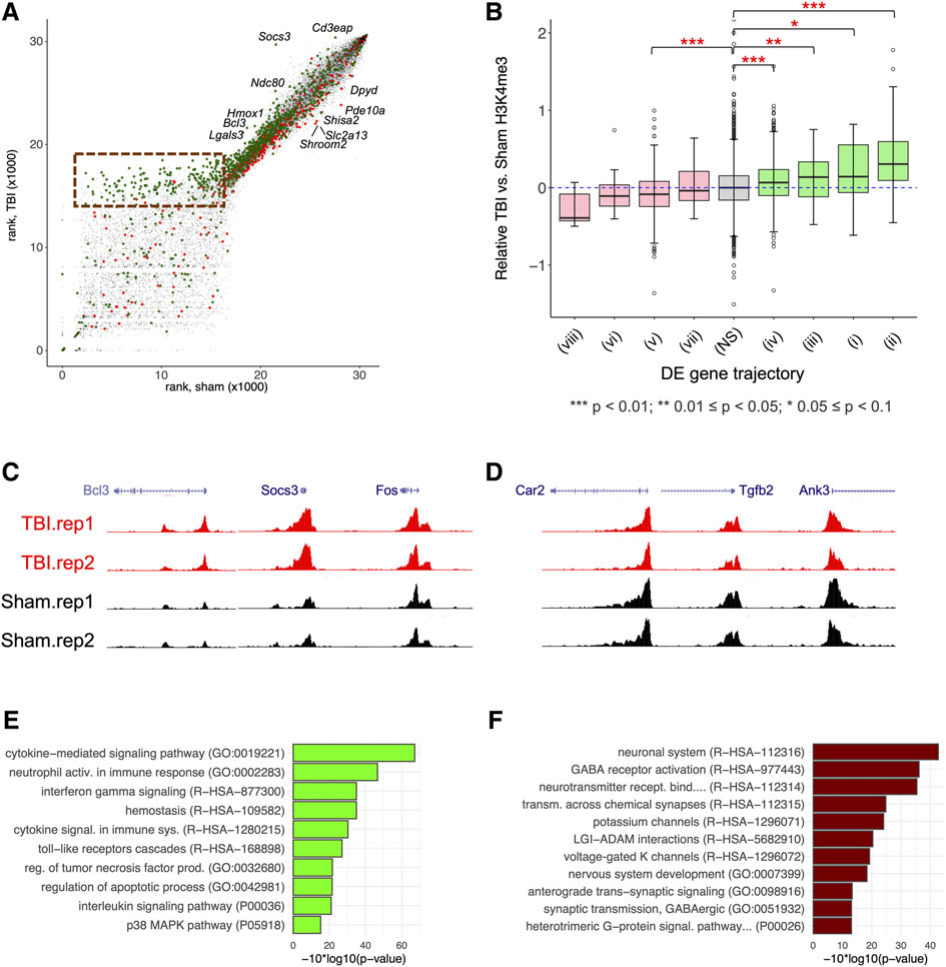
H3K4me3 at promoters of genes differentially expressed after TBI. (**A**) Coverage rank plot for TBI versus sham for H3K4me3 at day 1. *y*-axis is for the TBI sample, whereas the *x*-axis is for the sham control. Each dot is a gene promoter locus present at either of the two conditions. Green-colored dots are associated with promoters of upregulated genes, whereas red-colored ones are for downregulated genes. Region highlighted with dashed red box denotes genes with distinctive H3K4me3 enrichment in TBI at day 1. Dots labeled with name of genes were manually annotated for example genes that showed more prominent differences between TBI and its sham control. (**B**) Box plot showing the distribution of relative likelihood ratios for each of the DE gene trajectories defined in Figure 2A compared to genes that were not differentially expressed (NS). Green- and pink-filled boxes denote up- and downregulated associated genes, respectively; red stars above the plot indicate the statistical significance of Tukey means comparison between groups and the NS group (*p* values shown below the plot). (**C**) Example of a representation of H3K4me3 genomic enrichment coverage region for sham and TBI at day 1 for upregulated loci (*Bcl3*, *Socs3,* and *Fos*). (**D**) Same as (C) for downregulated genes (*Car2*, *Tgfb2*, and *Ank3*). (**E**) Bar plot depicting the most significant function annotation terms (GO biological process, Reactome, and PANTHER pathways) for the upregulated genes showing H3K4me3 differential enrichment. (**F**) Same as (E) for downregulated genes. *Ank3*, ankyrin 3; *Bcl3*, BCL3 transcription coactivator; *Car2*, carbonic anhydrase 2; DE, differential expression; *Fos*, Fos proto-oncogene, AP-1 transcription factor subunit; H3K4me, histone H3 lysine residue 4 tri-methylation; *Socs3*, suppressor of cytokine signaling 3; TBI, traumatic brain injury; *Tgfb2*, transforming growth factor beta 2.

Genes exhibiting this pattern were highly enriched in GO terms associated with leucocyte migration and activation of immune response and phagocytosis (Supplementary Table S5). Although most DEGs exhibited subtle epigenetic impacts, we found significant increases in H3K4me3 for all but one cluster of acutely upregulated expression trajectory modules (*p* < 0.05) and a significant decreases H3K4m3 for acutely downregulated modules (Fig. 4B). Figure 4C,D depicts ChIP-seq coverage genomic representation of H3K4me3 changes for TBI and sham controls at day 1 around up- and downregulated DEGs, respectively. Genes shown are *Bcl3*, *Scocs3*, and *Fos* for upregulated and *Car2*, *Tgfb2*, and *Ank3* for downregulated.

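In the RNA-seq data, Bcl3 rose by 4.92 at day 1 against sham day 1 (SE 0.41, adjusted p = 5.63e-06 by edgeR) and Socs3 by 5.95 (SE 0.59, adjusted p = 1.42e-05). Fos rose by 2.03 (SE 0.32, adjusted p = 0.0006 by edgeR). Car2 changed by −1.04 (SE 0.23, adjusted p = 0.00666 by edgeR), Tgfb2 by −0.90 (SE 0.21, adjusted p = 0.00883) and Ank3 by −0.81 (SE 0.17, adjusted p = 0.00434). With sham day 1 replicate 1 left out the changes of Car2 and Tgfb2 were −0.55 and −0.56, and without replicate 2 that of Ank3 was −0.38. Fits of only the 6 samples of day 1 did not call Car2, Tgfb2 or Ank3.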

Gene set enrichment analysis was conducted on the set of 100 up- and downregulated genes with the strongest acute change in H3K4me3 (Fig. 4E,F). As noted above, genes with the largest increases in H3K4me3 were associated with inflammation/immune response and were acutely upregulated genes showing partial recovery at day 14. Overall, genes with strong epigenetic changes at day 1 were enriched with GO terms and biological pathways akin to the full set of up- and downregulated DEGs, reflecting the same general pathophysiological processes associated with transcriptional and epigenetic response to TBI. These findings indicate that epigenetic changes in H3K4me3 both parallel and can precede transcriptional changes, given that all trajectory modules showed some evidence for epigenetic changes in the same direction as transcriptional changes.

## Discussion

TBI activates a cascade of events that can lead to acute secondary effects as well as chronic pathology. In the LFP model, cell death peaks in the first 24 h, with negative effects significantly reduced by 1 week post-injury,^42^ and cognitive performance is most significantly diminished in the first weeks post-injury.^43^ Similarly, the acute inflammatory response and persistent neuroinflammation is well characterized,^44^ which is associated with ongoing neurodegeneration.^45,46^ Our results corroborate previous transcriptome studies and recapitulate known physiological pathology that occurs in the injury and recovery.^47–49^ For example, we detected a peak in excitotoxicity acutely post-injury, with DEGs and GO terms associated with cell death mostly absent at the delayed time point. 

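The lists were also tested as sets with camera at a preset correlation of 0.01, which called 11 of the 26 up and 7 down at day 1, and 9 up and 4 down at day 14. Of these calls, 15 at day 1 and 10 at day 14 were also made by fry, and 0 and 10 with the correlation estimated from the data (at day 1, 9 with an unadjusted p-value under 0.05). As many camera calls at day 14 as the real split gave were found in 9 of the 35 splits of the 8 samples. The mean log2 fold change of 25 genes of the apoptosis list was 0.81 at day 1, with 23 genes higher (adjusted p = 1.12e-06 by limma's camera, 9.38e-06 by fry). Of the 25, 8 were called up over all genes and 13 adjusted over the list alone. At day 14 the mean was 0.37, with 21 genes higher (adjusted p = 0.0001 by limma's camera, 0.00164 by fry), and 4 genes were called over all genes and 7 adjusted over the list alone. The difference between the days was 0.44 (adjusted p = 0.000907 by limma's camera, 0.00631 by fry). Without sham day 1 replicate 1 the mean at day 1 was 1.09.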

Although downregulation of neurotransmission and synaptic plasticity genes were also obvious acutely, these genes were included in modules that largely resolved by 14 days.

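Genes of the synaptic transmission list were lower at day 1 by a mean log2 fold change of −0.80, with 41 of 41 genes lower (adjusted p = 1.26e-10 by limma's camera, 0.00761 by fry), 19 of them called over all genes and 38 adjusted over the list alone. At day 14 the mean was −0.19, with 38 genes lower (adjusted p = 0.00195 by limma's camera, 0.505 by fry), and 0 were called over all genes or adjusted over the list alone (1 with an unadjusted p-value under 0.05). Without sham day 14 replicate 3 the mean at day 14 was −0.10 and camera did not call it. The mean at day 1 was −0.455 without sham day 1 replicate 2. The difference between the days was −0.62 (adjusted p = 2.77e-07 by limma's camera, 0.0915 by fry). For 20 potassium channel genes the mean was −0.93 at day 1 (adjusted p = 8.53e-07 by limma's camera, 0.00773 by fry), with 20 lower, 10 called over all genes and 14 adjusted over the list alone. At day 14 it was −0.18 (adjusted p = 0.0804 by limma's camera, 0.752 by fry), with 19 lower and 0 called over all genes or adjusted over the list alone (3 with an unadjusted p-value under 0.05). For the potassium channels the mean was −0.45 at day 1 without sham day 1 replicate 2, and at day 14 −0.056 without sham day 14 replicate 3 and −0.099 without TBI day 14 replicate 2. Camera called their decrease at day 14 without sham day 14 replicate 1 (−0.23) and without TBI day 14 replicate 1 (−0.24).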

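At day 1, 16 inflammatory cytokines and chemokines had a mean log2 fold change of 4.26 (adjusted p = 1.46e-11 by limma's camera, 9.38e-06 by fry), with 15 higher and 1 lower. Over all genes 14 were called up and 1 down, and adjusted over the list alone also 14 and 1. At day 14 the mean was 2.04 (adjusted p = 2.02e-13 by limma's camera, 0.000706 by fry), with 16 higher, 5 called over all genes and 10 adjusted over the list alone, and the difference between the days was 2.22 (adjusted p = 2.56e-06 by limma's camera, 0.0132 by fry). For 17 complement genes the means were 1.85 at day 1 and 1.73 at day 14 (adjusted p = 3.14e-11 and 3.99e-26 by limma's camera, both also called by fry), with 17 higher at each day. Of the 17, 13 and 15 were called over all genes, and 17 and 15 adjusted over the list alone. MHC class II presentation, with 9 genes, had means of 2.52 and 3.36 (adjusted p = 2.04e-06 and 1.17e-19 by limma's camera, both also called by fry), with 9 higher at each day, 6 and 8 called over all genes, and 6 and 9 adjusted over the list alone. Without sham day 1 replicate 1 its mean at day 1 was 4.00 over 10 genes, and 4.30 over the 9 tested with all samples. The interferon response list, with 26 genes, had means of 1.49 and 1.42 (adjusted p = 9.96e-09 and 1.98e-23 by limma's camera, both also called by fry), with 26 and 25 higher, 9 and 16 called over all genes, and 16 and 23 adjusted over the list alone.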

Our results capture neuroinflammation responses that separate into three DEG modules, including those that: 1) peak acutely; 2) maintain similar elevation in the transition from acute to 2 weeks; and 3) are higher at 14 days post-injury as compared to acutely post-injury. Finally, we identified epigenetic substrates of DEG evident at 1 day post-injury. TBI-induced genes exhibited promoter H3K4me3 changes, indicating epigenetic activation as a response to TBI and suggesting that such changes may underlie long-term transcriptional dysregulation.

Many studies have used transcriptomics approaches to understand the molecular and cellular changes in the brain post-TBI, though far fewer have examined genome-wide epigenetic changes. Our study corroborates and expands on this literature. First, the dominant transcriptomic signatures we describe correspond to effects that are well established, including induction of immunity and inflammation, cell death, and downregulation of neuronal genes.^8–12^ This demonstrates the validity of our study, and our systems-level analysis provides further evidence and increased granularity of cellular and molecular outcomes associated with TBI. Second, our 1- and 14-day time points capture the trajectory of recovery during the transition from subacute to chronic, leveraging RNA-seq and systems-level analysis, an improvement in sensitivity compared to previous candidate and microarray time-course studies. Finally, few studies have examined both epigenetic and transcriptomic changes in parallel in the same TBI model.^8,50,51^ These studies have focused on DNA methylation, which has distinct biological relevance compared to H3K4me3, a promoter-associated epigenetic signature that correlates with transcriptional activation.

Transcriptomics studies have consistently identified major DE signatures across various TBI models,^8,47,50,52–58^ and the limited number featuring time-course designs reveal dynamic changes across periods from the hours post-injury to months and even years later.^13,59–62^ Our results support a previously proposed mechanistic model where surviving neurons activate a transcriptomic signature of cellular reprogramming, development, and regeneration in the aftermath of injury,^53^ with relevant terms enriched here in upregulated modules ii and iv. Our findings are also in line with a study that used NanoString to profile candidate genes, finding differences in trajectories of sets of immune and inflammation genes, as well as decreased and shorter persistence of downregulation signatures post-TBI.^60^

A recent microarray study included the same two time points as used here and found similar time-dependent inflammation signatures.^13,59^ Our results are generally aligned with findings from this study, though our methods are anchored on DE changes rather than covariance and are thus by transcriptional pathology. Further, by integrating expression and H3K4me3 ChIP-seq in our comparison, we identified underlying epigenetic activation and repression of differentially expressed loci, as describe below.

As noted, the signatures identified here differ substantially between the genes that are induced (i.e., upregulated) post-injury and those that are downregulated. TBI induces waves of primary (modules ii and iv) and secondary (module iii) induced signatures capturing distinct inflammation and immune responses. In contrast, downregulation was dominated by early changes at day 1, with most genes returning to baseline by day 14 and only a small, but relevant, set of new DEGs emerging at this later time period. 

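The mean log2 fold change of 19 phagocytic microglia and macrophage markers was 3.27 at day 1 and 2.56 at day 14 (adjusted p = 6.31e-14 and 3.67e-32 by limma's camera, both also called by fry). At day 14, 18 of the 19 were higher, 16 were called over all genes and 17 adjusted over the list alone. For 18 reactive astrocyte markers it was 4.05 and 1.43 (adjusted p = 6.05e-21 and 5.38e-14 by limma's camera, both also called by fry), with 16 and 10 called over all genes, and 18 and 12 adjusted over the list alone. Between the days, a difference of 2.62 was found for these astrocyte markers (adjusted p = 2.4e-17 by limma's camera, 0.000154 by fry). For 12 neutrophil and monocyte markers the mean was 3.32 at day 1, with 12 higher and 10 called over all genes and 12 adjusted over the list alone (adjusted p = 1.39e-09 by limma's camera, 9.83e-06 by fry). Their median was 2.86, or 2.63 with genes at 3 counts or fewer set to their lower bound. At day 14, 6 of the 12 were higher and 6 lower, 2 were called up over all genes and adjusted over the list alone, and their median was 0.20, or 0 with the 3 genes at 3 counts or fewer set to their bound. The mean at day 14 was 0.87 (adjusted p = 0.16 by limma's camera, 0.191 by fry), 1.38 without sham day 14 replicate 4, when camera called it, and 0.48 without TBI day 14 replicate 3. Of 13 homeostatic microglia markers, 1 was called up and 5 down at day 1 (1 and 6 adjusted over the list alone), with a mean of −0.33 (adjusted p = 0.155 by limma's camera, 0.359 by fry), 0.033 without sham day 1 replicate 1 and −0.61 without replicate 2. At day 14, 13 of the 13 were higher, with a mean of 1.01 (adjusted p = 1.52e-14 by limma's camera, 0.00065 by fry), 9 called over all genes and 10 adjusted over the list alone.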

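Of the 2458 DEGs at day 1, 58.5% were up, and of the 571 at day 14, 91.8% were up, each day against its own sham samples. The share at day 1 was 85.6% when only the 6 samples of that day were fitted and 72.5% at an adjusted p-value under 0.01. A test of the difference between the TBI effects at the 2 days called 288 genes with the higher value at day 1 and 186 with the lower value (1344 and 1133 with an unadjusted p-value under 0.05). The first number was 182, 172 and 171 without sham day 14 replicates 1, 2 and 4, and 189 and 179 without TBI day 14 replicates 1 and 3. The second was 99, 78 and 95 without the same sham samples, 123, 122 and 117 without TBI day 14 replicates 1, 2 and 4, and 300 without TBI day 1 replicate 4. With DESeq2 they were 600 and 453, and with limma-voom 178 and 100. The paper states that induced genes form primary and secondary waves of immune response, whereas downregulation is mostly an early change that returns to baseline.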

Many of the lasting downregulated DEGs are involved in processes relevant to recovery and long-term neurodegeneration post-TBI.

We identified a delayed-onset DEG module comprised of genes related to cholesterol metabolism and amyloid-beta clearance. This signature is of particular interest, given that formation of plaques in the rat model of LFP has not been observed. In addition, a small set of loci associated primarily with sterol metabolism and maintenance were significantly decreased only at the delayed 14-day time point. 

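At day 14, the 20 genes of the cholesterol biosynthesis list had a mean log2 fold change of −0.53 (adjusted p = 8.51e-15 by limma's camera, 1.8e-05 by fry), 8 of them called over all genes and 16 adjusted over the list alone. At day 1 the mean was −0.23, with 15 of 20 lower (adjusted p = 0.0221 by limma's camera, 0.0121 by fry), and 3 genes were called both over all genes and adjusted over the list alone. The difference between the days was 0.30, with 18 of 20 genes in this direction (adjusted p = 0.012 by limma's camera, 0.0312 by fry). A list of 9 further targets of SREBF2, the transcription factor that induces cholesterol synthesis, had a mean of −0.44 at day 14 (adjusted p = 4.43e-06 by limma's camera, 0.000723 by fry), 3 called over all genes and 6 adjusted over the list alone. At day 1 the mean of the SREBF2 targets was −0.29 (adjusted p = 0.0655 by limma's camera, 0.0341 by fry), with 7 lower and 2 called over all genes and adjusted over the list alone. Camera called it without TBI day 1 replicate 1 (−0.32). With sham day 1 replicates 1 and 2 left out in turn it was 0.38 and 0.089 over 10 genes, of which 1 passed the filter only in these fits, and −0.11 and −0.43 over the 9 tested with all samples. Against sham day 14, the SREBF2 targets at TBI day 1 had a mean of −0.45, close to that at day 14 (adjusted p = 0.0135 by limma's camera, 0.000153 by fry). Of these targets, 8 were lower and 4 called. On that baseline the cholesterol biosynthesis list had −0.24 at day 1, with 12 lower and 8 higher (adjusted p = 0.0637 by limma's camera, 0.00188 by fry).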

TBI and cholesterol metabolism have been suggested as causative factors in Alzheimer's and other neurogenerative diseases.^63–66^

There was also a small number of genes (*n* = 9) that were downregulated early, but were even further diminished at the 2-week time point, including *Adra2a*, *Ccdc33*, *Dpp10*, *Fdft1*, *Hmcn1*, *Klhl14*, *Slc38a4*, *Tacr3*, and *Tfrc*. Each of these genes have been reported as downregulated in models of chronic neurodegenerative disease such as Alzheimer's and Parkinson's diseases.^66–77^ These lasting transcriptomic changes may be drivers of functional and cognitive impairment post-TBI. A primary finding from our module-based approach is the identification of distinct, time-dependent sequence of neuroimmune and inflammation DEG modules that are induced post-TBI.

Studies that looked at later time points than this effort using similar rodent TBI models report that persistent immune and inflammation signatures that overlap with modules identified here last up to 2 years post injury,^60^ and that this is, at least in part, attributable to microglial transition to a persistent altered inflammatory state.^61,78^ Some of these long-term immune and inflammation transcriptional signatures can also be modulated by drug treatment.^60,62^ The genes and modules identified by our approach capture molecular mechanisms and represent new potential biomarkers for stage and biological pathway-specific components of recovery and lasting pathology post-TBI. Further, future studies evaluating the intersection between neurodegeneration, neuroinflammation, and neurotransmission over time may provide better insight into why behavior and, in particular, cognition shows some recovery over time, but perhaps not quite to an equivalent performance as an age-matched control.

Although transcriptomics has been widely adopted, far fewer studies have examined genome-wide epigenetic changes post-TBI. Among these, one relevant recent study paired RNA-seq with genome-wide DNA methylation analysis at a single time point, 7 days after fluid percussive injury, and used similar systems-level approaches to examine gene networks and tie epigenetic changes to expression.^8^ In addition to the increased information from inclusion of two RNA-seq time points, our study revealed novel insights versus this previous study through our interrogation of H3K4me3, with revealed global epigenetic changes at gene promoters paralleling expression. Most strikingly, the strongest H3K4me3 increases occurred at promoters of upregulated immune and inflammation loci, representing an epigenetic mechanism that may underlie persistent pathological immune and inflammation post-TBI. In contrast, the differential methylation signatures in the previous analysis were not described as having distinct enrichment for specific transcriptional signatures that we describe.

These differences are likely attributable to specifics of DNA methylation versus post-transcriptional histone modification (here H3K4me3) with regard to epigenetic responsiveness to TBI. Expanded studies of histone post-translational modification changes genomewide, of which ours is among the first, will be particularly relevant in understanding molecular and genomic changes that may be responsive to histone deacetylase inhibitors, which are a promising emerging therapeutic tool in TBI.^16,79,80^

## Conclusion

Given that TBI can result in progressive inflammation and neurodegeneration and lasting behavioral disorders, intersecting transcriptomics and epigenetic changes as the brain transitions from an acute response to recovery and ultimately into the chronic state can provide insight into long-term genomic impacts. Our paired RNA-seq and H3K4me3 ChIP-seq data provide novel insights on the trajectory of transcriptomic signatures and identify epigenetic underpinnings of lasting inflammation and immune expression dysregulation. Moving beyond mRNA, single-time-point transcriptomic studies have also examined long intervening/intergenic non-coding RNA,^81^ microRNA,^82^ and circular RNA^83^ and applied methods to profile exosome RNA,^84^ epitranscriptomic modifications,^85^ and refine readout to the single-cell level.^12^ Future studies are needed to similarly examine the variety of epigenetic modifications associated with gene regulation, to integrate emerging multi-dimensional omics and single-cell data over time toward understanding pathological genomic and transcriptomic changes post-TBI at the level of specific cell types and circuits and evaluate additional chronic time points to determine whether 2 weeks is a time point representative of ongoing dynamic changes or a more stable transcriptomic phase. This initial investigation reveals novel insights into dynamic genomic processes associated with recovery post-TBI. Though limited in scope, our data demonstrate the power of systems-level epigenetic and transcriptomic analyses to understand mechanistic changes in the days to weeks after TBI.

## Supplementary Material

Supplemental data

## Abbreviations Used

ANOVA: analysis of variance
bp: base pair
ChIP: chromatin immunoprecipitation
ChIP-seq: ChIP with sequencing
*Csf1r*: colony-stimulating factor 1 receptor
DE: differentially expressed
DEGs: differentially expressed genes
DGX: differential gene expression
*Fos*: Fos proto-oncogene, AP-1 transcription factor subunit
GO: Gene Ontology
*Grik4*: glutamate ionotropic receptor kainate type subunit 4
H3K4me3: histone H3 lysine residue 4 tri-methylation
*Hmgcr*: 3-hydroxy-3-methylglutaryl-CoA reductase
LFP: lateral fluid percussion
mRNA: messenger RNA
PCA: principal component analysis
RNA-seq: RNA-sequencing
RPKM: reads per kilobase of transcript, per million mapped reads
TBI: traumatic brain injury

How the deposited data were processed for this re-analysis (not part of the article)

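RNA-seq counts came from the ipsilateral hippocampus of 14 rats (2 sham day 1, 4 sham day 14, 4 TBI day 1, 4 TBI day 14), and H3K4me3 peak lists from 2 sham and 2 TBI rats at day 1. The authors aligned the RNA-seq reads to rn5 with STAR and counted them on UCSC genes with featureCounts. The deposited values were checked to be whole numbers without normalization. They aligned the ChIP-seq reads with bwa, removed duplicates with samtools, and called broad peaks with MACS2, with the input of each sample as control and 1 genome-wide background in place of a local one. The pileup of each peak is the height of the stacked tags that MACS2 gave the authors, used as deposited. The fold enrichment of each peak is the ratio of that height to the genome-wide background, each plus 1, as deposited. The −log10 p and −log10 q values are those of MACS2 as run by the authors and were used as deposited. The file headers state that q was not calculated, although the column holds values, so results with a −log10 q of at least 10 rest on that column. Samples were assigned to groups by their labels, and every labelled sample was used.

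Total counts per sample had a median of 21466586.5 in sham day 1, 17986257.5 in sham day 14, 21601536.5 in TBI day 1 and 18096699.5 in TBI day 14. Of the 17172 gene names, 25 have the form of a date, 2 are given more than 1 time, and 14508 (84.5%) are found in the annotation of the newer build GRCr8, so no gene was left out by name and no position was assigned. Differences between replicates exceeded counting noise in every group (chi-squared per degree of freedom from 12.8 to 165 over pairs of replicates), so the tests rest on the spread between rats.

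Counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM factors, the default filter by group, and a quasi-likelihood fit with 1 mean per group over all 14 samples. The contrasts were TBI against sham at each day, TBI day 1 against sham day 14 for the trajectories, sham day 1 against sham day 14, and the difference between the TBI effects at the 2 days. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over 12875 tested genes, with a threshold of 0.05. A gene up at both days went to module i or ii by the day of its larger log2 fold change, one down at both days to vii or viii, one up at day 14 or day 1 alone to iii or iv, and one down at day 1 or day 14 alone to v or vi. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, two-sided, and adjusted over the 26 lists. The lists are named in the text by their pathway or cell type and were written from general knowledge. PCA and clustering used log2 CPM with a prior count of 2.

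Genes named in the text are those the paper's text names, those legible in Fig. 1C, Fig. 3E and Fig. 4A, and for each day the 3 largest increases and 3 largest decreases among DEGs with a mean log2 CPM above 0 whose TBI samples all lay beyond all sham samples of that day. Some genes that the rule covers are not reported. This rule, the gene lists, the tests above and all alternatives except those named as added were set before the data were examined.

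The alternatives were limma-voom, DESeq2 1.42.0, median-of-ratios factors in edgeR, no filter on low counts, at least 10 counts in every sample, the replicate numbers as a block, only the groups compared, an adjusted p-value under 0.01, other sham baselines, fry or an estimated correlation for the lists, and each sample left out in turn. Leaving out a sham day 1 sample leaves 1, so those fits give fold changes and no calls for comparisons with sham day 1. For PCA and clustering they were scaling, log2(CPM + 1), the 500 most variable genes, all tested genes, and another distance, and for peaks a −log10 q of at least 10 and an overlap of 50% of the shorter peak. A likelihood ratio test in edgeR, a choroid plexus score as a covariate, and the means of the lists without a sham day 1 sample over the genes tested with all samples were added after seeing the data.

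Peaks were compared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Peaks overlapping by at least 1 base were merged into regions over the 4 lists, and the highest pileup of each sample in a region was ranked within that sample. The peak tools and tests were checked on simulated data. Of 200 changed genes simulated with the group sizes of the study, edgeR recovered 182 (91%) with 5 calls among the unchanged ones of 12716 genes tested, limma-voom 180 (90%) with 6, DESeq2 189 (94.5%) with 34, and the likelihood ratio test 192 (96%) with 26. Each changed gene had a simulated log2 fold change of 2 and came from genes above a minimum expression. Median changes at day 1 were 0.83 in module iv and −0.79 in module v. These shares do not show how many such smaller changes are recovered. Of 21 simulated lists, the changed one was called and 0 of the others were. Genes were drawn independently of each other, so this does not check camera where the genes of a list vary together. All 2403 overlaps among simulated peaks were found.

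Promoter results were left out because no annotation of rn5 was used, and GO terms were not used. The fold-enrichment alternative concerned promoters and was left out with them.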

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

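The tests of choroid plexus tissue, of an effect of TBI on choroid plexus genes, of a response to sham surgery and of the markers of microglia were chosen only after the result was seen.

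Choroid plexus markers stood apart in single samples that the paper's text does not single out. Their mean relative to all samples was 5.55 in sham day 1 replicate 1, against −1.80 in replicate 2, and 2.74 and 4.75 in TBI day 14 replicates 2 and 3. The list took 0.918% of all counts in sham day 1 replicate 1, 0.165% and 0.815% in the TBI day 14 samples named, and 0.00267% to 0.00395% in the other samples. The most abundant gene, Ttr, had 140652 counts in the first of these samples and 70 in the other sham day 1 sample, and Enpp2, which is outside the list, had 42635 and 4370. Of the 18 genes, 5 are among the genes of Fig. 1C, and 7 had more than 3 counts in every sample, which does not show whether the hippocampus expresses them. Of the 13 genes outside Fig. 1C, 12 had the same 3 highest samples as those in it, which is consistent with choroid plexus tissue in single samples. An effect of TBI at day 1 on choroid plexus genes would not set samples of the same group apart, yet 18 of the 18 genes were higher in each of the 3 samples than in every other sample of its own group. A smaller effect of TBI at day 1 on the list stays open: against sham day 14, 11 genes were higher and 7 lower at TBI day 1, with a mean of 0.13, and Cldn2 had 7, 5, 2 and 4 counts in TBI day 1 against 16, 14, 24 and 11 in sham day 14. The 6 genes lower at day 1 in Fig. 1C had a median log2 fold change of −8.39 against sham day 1 and −1.76 against sham day 14, where 0 of the 6 were called (0 with an unadjusted p-value under 0.05). For these 6 genes a smaller effect of TBI cannot be told apart from the choice of sham sample, since the pair of sham day 1 samples differ so much. Such tissue is not the whole cause of the genes lower at day 1: with the choroid plexus score as a covariate 968 genes were called lower, and of the 2458 DEGs in both directions 2014 were called in both fits. The TBI effect on Ttr and Cldn2 of the list also differed between the days, by −17.29 and −13.19 on the log2 scale, and so did that on Enpp2 and Acsm5 outside it, by −4.97 and −4.65. Without sham day 1 replicate 1 the mean of the list at day 1 was 1.09, and without TBI day 14 replicate 3 that at day 14 was 2.82 and was not called.

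Sham day 1 and sham day 14 differed, a comparison the paper's text does not report: 1450 genes were higher and 1014 lower in sham day 1 (2492 and 1979 with an unadjusted p-value under 0.05). Without sham day 14 replicates 1, 2 and 4 the numbers were 871 and 565, 887 and 605, and 808 and 521, and without replicate 3 they were 1490 and 1208; no genes were called without a sham day 1 sample, as 1 remains. Choroid plexus tissue in 1 sample is not the whole cause, as 1787 genes were called with the choroid plexus score as a covariate. A higher depth of the sham day 1 samples is not either: 2433 genes were called after thinning them to the median total of sham day 14. Chance deviations of the sham samples alone would not recur after TBI, yet 91.4% of the called genes went the same way between TBI day 1 and TBI day 14, against 65.5% of the other genes. Of the called genes, 1592 were also called in the same direction among the 5088 that differed between the TBI groups. That value of 91.4% fits a batch that differs between the days, a change with time or age, and an acute effect of the surgery shared by sham and TBI rats alike, and these cannot be told apart, because each day may have been a batch and the labels give none. A response to sham surgery like that to TBI stays open as well: the reactive astrocyte markers had a mean difference of 0.15, with 10 higher and 8 lower and 2 called up, Lcn2 (1.78) and S100a10 (0.58), which are named after their values were seen. Camera called 3 lists up in sham day 1: choroid plexus markers (5.95; adjusted p = 0.0141 by limma's camera, 0.493 by fry), erythroid markers (1.11; 0.0141 and 0.151) and cortex layer neuron markers (0.83; 0.0141 and 0.000385).

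The effects of TBI differed between the days by a test of the difference itself. In all, 288 genes had the higher and 186 the lower value at day 1, and 171 to 395 and 78 to 300 when 1 sample other than a sham day 1 sample was left out (lowest without sham day 14 replicates 4 and 2, highest without TBI day 1 replicate 4). Among the genes named in the text, the difference was 4.15 for Spp1, 6.83 for Serpina3n, 0.92 for Capn2, 2.69 for Tnf, 2.83 for Bcl3 and 3.86 for Socs3. For genes lower at day 14 it was 2.76 for Slc38a4 and 2.35 for Alox5. Camera called 14 of the 26 lists for this difference, 8 up and 6 down, of which 7 were also called by fry and 0 with an estimated correlation. Besides the homeostatic microglia markers, those called by both were reactive astrocyte markers (2.62), neutrophil and monocyte markers (2.46), inflammatory cytokines and chemokines (2.22), ribosome biogenesis (0.50), apoptosis (0.44) and cholesterol biosynthesis (0.30). Those called by camera and not by fry were vascular endothelium (1.01), erythroid (0.93), synaptic transmission (−0.62), potassium channels (−0.76), oligodendrocyte (−0.80), dentate granule neuron (−1.28) and choroid plexus markers (−10.33). Time after injury is the biological difference that the design names. A batch by day shifts TBI and sham of that day alike and drops out of this difference, as far as it acts on both in the same way; this was not tested. Sham day 1 enters the difference with 2 samples, and its opposite sign in the difference between the sham groups gives a correlation across genes of −0.32 between the TBI effect at day 1 and that difference. Simulated unchanged groups that share a group gave a median of −0.68 (range −0.71 to −0.67). Without any changed gene, this value follows from the shared samples and the group sizes. The shared sham day 1 samples are thus no more than a candidate explanation for that opposition.

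Homeostatic microglia markers responded differently at the 2 days, by −1.34 for the list of 13 genes. Among single genes named in the text, this difference was also called for Csf1r (−1.17), P2ry12 (−2.14), P2ry13 (−2.13), Padi2 (−2.20), Rgs10 (−1.66) and Mlxipl (−1.96). These genes are named because they were called, and which cells express them was not tested. Of the paper's module vii, Nrros (0.65 and 0.75), Ptprcap (1.35 and 1.21) and Cd300lf (0.54 and 1.19) were higher at both days against the sham samples of the same day. A lower share of microglia as the only change at day 1 would lower their other markers too, but phagocytic microglia and macrophage markers rose by 3.27. This rise cannot separate the number of cells from the expression of each cell. A lower share alongside higher expression of the phagocytic markers per cell therefore stays open. Entry of other myeloid cells together with a loss of microglia stays open and cannot be told apart from a change of state, because neutrophil and monocyte markers rose by 3.32, which such an entry needs and a change of state allows. The choice of the sham baseline could also matter: against sham day 14 the mean of the list at TBI day 1 was −0.068, and without sham day 1 replicate 1 its mean against sham day 1 was 0.033, and −0.61 without replicate 2.

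Single samples far from the others of their group numbered 8 among 237 groups of 4 tested by Dixon's test, where chance gives 11.8, so these may be chance; no other explanation was tested. TBI day 14 replicate 4 lay at −10.8 on PC1, with the others between −19.27 and −18.57, and at 0.20 for the thalamus markers, with the others between −0.01 and 0.01. In log2 CPM, Spp1 was 9.72 in TBI day 1 replicate 2 (others 10.20 to 10.25), Grik4 7.47 in TBI day 14 replicate 1 (7.38 to 7.39) and Ptprcap 1.58 in TBI day 14 replicate 3 (2.10 to 2.15). Bcl3 was 3.14 in TBI day 14 replicate 1 (2.38 to 2.50), Cd68 0.88 in sham day 14 replicate 3 (1.78 to 1.94) and Gfap 12.06 in TBI day 14 replicate 3 (12.66 to 12.78). The DEGs at day 14, which rest on these groups, were matched by 1 of the 35 splits of the 8 samples, the real one.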

How the results depend on the processing

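The likelihood ratio test, the choroid plexus score as a covariate and the list means over the genes tested with all samples were chosen after the results were seen. The cause of a change was not tested unless it is given.

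Of 1257 values of 81 results for single genes, 1145 kept their direction and side of the threshold or, without a test, stayed within the spread. A further 81 were weaker, 17 stronger and 5 reversed, and 9 values without a test moved. Values without a test come from fits without a sham day 1 sample. Their spread includes the difference between the pair of sham day 1 samples. Staying within it, for genes or lists, is therefore a weak sign of stability. Of 728 values of 52 results for lists, 623 kept both or stayed within the spread, 34 were weaker, 16 stronger and 21 reversed, and 34 moved. Of 471 numbers and shares, 356 stayed within 1.5 times of the value reported or within the spread, and 115 moved.

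Fitting only the groups compared gave 557 DEGs up and 94 down at day 1, and 903 and 205 at day 14. An adjusted p-value under 0.01 gave 788 and 299 at day 1, and 348 and 18 at day 14, since fewer genes pass. The share of DEGs up at day 1 was then 85.6% and 72.5%, and with only the groups compared at day 14 it was 81.5%. TBI day 1 against all 6 sham samples gave 2292 and 2032, and against sham day 14 3220 and 2698. DESeq2 called 119 genes down at day 14, 600 and 453 for the difference between the days, and 131, 37, 53 and 21 genes in modules iii, vi, vii and viii, with 21 in opposite directions. With limma-voom the difference between the days had 178 and 100 genes, and module vi 10. The likelihood ratio test called 84 genes down at day 14.

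Time-point–matched sham samples gave 90, 150, 1069, 1006, 38, 3 and 6 genes in modules i, iii, iv, v, vi, vii and viii, 6 in opposite directions and 2646 in all. With an unadjusted p-value at day 1 besides, modules iv, vi and vii held 1821, 28 and 3. With all 6 sham samples as the baseline, module vii held 0 (114 with unadjusted p-values under 0.05 at both days). Of the 2458 DEGs at day 1, 2014 were also called with the choroid plexus score as a covariate; Tnf at day 14 was then −0.11, a reversal. An estimated correlation called 0 lists up and 0 down at day 1 and 2 down at day 14, and fry 2 down at day 14; with an unadjusted p-value under 0.05 the estimated correlation gave 9 up and 0 down at day 1. With no filter, 4 lists reversed: SREBF2 targets at day 1 (0.080), and at day 14 ependymal (−0.46), dentate granule neuron (−0.38) and pyramidal neuron markers (0.046).

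Replicate numbers as a replicate block gave 1468 and 1178 DEGs at day 1, 475 and 46 at day 14, and reversed the ependymal markers at day 1 (−0.076). Equal replicate numbers did not go with similar values (5 of 18 pairs had a correlation above 0.1, range −0.35 to 0.24), so the samples were treated as unpaired. For single genes, changes under other settings than leaving out a sample were 24 weaker and 15 stronger; 11 of the former came from fitting only the groups compared. For lists they were 29 weaker and 9 stronger, 21 of the former with an estimated correlation.

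PCA with scaled genes gave 34.5% for PC1, 23.4% for PC2 and a gap of 16.1%, and the 500 most variable genes 59.3% and a gap of 51.9%. Clustering with all tested genes put 4 groups in clusters of their own, in place of 3 and 2, and 1 minus the Pearson correlation put 1 over the genes that were lower. With a −log10 q of at least 10, peaks numbered 13197, 12439, 13727 and 10034, overlaps were 95.2%, 84.2% and 91.2%, and of 14111 regions 9926 held a peak in every sample, 6 in TBI alone and 100.0 in sham alone. An overlap of 50% of the shorter peak gave 31.3%, 20.5% and 23.8%. These peak values follow from the number of peaks left or the stricter overlap.

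Calls against sham day 1 were not counted without a sham day 1 sample, as 1 remains. Leaving out 1 other sample at a time gave 21 (without TBI day 14 replicate 1) to 46 genes down at day 14. The sham groups differed in 808 to 1490 and 521 to 1208 genes (without sham day 14 replicates 4 and 3). The difference between the days had 171 to 395 and 78 to 300 genes (without sham day 14 replicates 4 and 2, and TBI day 1 replicate 4). Module vi had 6 to 30 genes (without TBI day 14 replicate 1 and TBI day 1 replicate 1), vii 8 to 40 (without sham day 14 replicate 1 and TBI day 1 replicate 1), viii 3 to 11 (3 without sham day 14 replicate 4) and the opposite directions 2 to 16 (without sham day 14 replicate 2 and TBI day 1 replicate 1). Capn2 at day 14 went from −0.029 (without TBI day 14 replicate 4) to 0.066 (without TBI day 14 replicate 3). At day 1, immediate early genes went from −0.12 to 0.18 and ependymal markers from −0.62 to 2.88 (without sham day 1 replicate 1). At day 14 the ranges were −0.013 to 0.15 for immediate early genes, −0.11 to 0.026 for homeostatic astrocyte, −0.10 to 0.14 for oligodendrocyte, −0.083 to 0.32 for ependymal, −0.33 to 0.28 for erythroid, −0.039 to 0.19 for dentate granule neuron and −0.0012 to 0.10 for cortex layer neuron markers. H3K4me3 regions numbered 380590 to 592827, those in TBI alone 18955 to 265263 and those in sham alone 16290 to 141752, since a single sample then stands for a group.

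The alternatives on promoters (window, promoters without a peak, fold enrichment) were not run. The 2 samples of sham day 1 limit the day 1 comparison, and the 7236993 tags of TBI replicate 2 limit what its weak peaks can show.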

Differences from the paper's values

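No test was chosen after a difference from the paper was seen, apart from the likelihood ratio test named where it applies.

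Module i held 136 genes, against the paper's 80. Among the alternatives set before the data were examined, time-point–matched sham samples (90), and fits without sham day 14 replicates 1, 2, 3 or 4 (118, 110.0, 113 and 119) or without TBI day 14 replicate 4 (108) came within 1.5 times of it. The others did not: limma-voom gave 128, DESeq2 154, median-of-ratios factors 140.0, no filter 138, at least 10 counts 123, the replicate block 138, all 6 sham samples 141, an unadjusted p-value at day 1 135, and the remaining fits without 1 sample 126 to 170.

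The −log10 p of Spp1 at day 1 was 8.70, against the paper's about 88 in Fig. 1C, read by eye. None of the alternatives set before the data were examined closed the gap: DESeq2 gave 56.7 and the others 7.15 to 9.30. The likelihood ratio test, chosen after seeing the values, gave 35.1. For Ncf1 at day 14 it was 10.2, against the paper's about 78 in Fig. 1C, read by eye. DESeq2 gave 57.9, within 1.5 times, and the other alternatives set before the data were examined gave 8.62 to 10.66; the likelihood ratio test, chosen after seeing the values, gave 48.8. Fold changes in Fig. 1C are on a log10 scale: Spp1 at day 1 was 3.05 on that scale (the paper's about 3.1, read by eye), Ttr −2.88 (about −2.9) and Ncf1 at day 14 0.84 (about 0.85).

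The paper places 22 genes in module vii as lower at both days. At day 14, 10 of them were higher here and were called up. At day 1, 17 were called down against sham day 14, the baseline of the trajectories, and P2ry12 (−0.29), P2ry13 (−0.57), Rgs10 (−0.34), Nrros (−0.12) and Ptprcap (−0.38) were lower without being called; DESeq2 and the replicate block called P2ry13, and the fit without TBI day 1 replicate 4 called Rgs10. T2 (−1.22) and Trpc7 (−0.96) were not called at day 14; limma-voom, DESeq2, a fit of only the groups compared and the likelihood ratio test, the last chosen after seeing the values, called both, and the replicate block called Trpc7. Of the 49 genes the paper places in a module, 29 fell in the same module here, and 24 with time-point–matched sham samples.

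Nlrp3 is given by the paper as a gene of delayed upregulation; here it was called up at TBI day 1 against either sham group (1.46 and 1.38) and fell in module i. Bax is given as higher at day 1; against sham day 14, the baseline of the trajectories, its change was 0.31 and it was not called, whereas against sham day 1 it was called up (0.59), and time-point–matched sham samples put it in module iv, as the paper does. Tmem27 is marked among the genes of Fig. 1C at day 14; it was not called here (1 and 0 counts in TBI day 14 replicates 1 and 4, and 45 or more in replicates 2 and 3), and was called by DESeq2 and by the likelihood ratio test, chosen after seeing the values. Samples are shown clustered by group and time point in Fig. 1B; here sham day 1 did not form a cluster of its own over the genes selected by unadjusted p-value, and it did over all tested genes. The legend of Fig. 1B gives numbers of genes that add up to the 17172 of the table; 2681 and 2581 genes met its criterion here.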

Other observations

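The tests of the cholesterol genes, of the splits by fry and of the peaks of TBI replicate 2 were chosen only after the result was seen.

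Cholesterol biosynthesis genes were lower at day 14 after TBI. A lower share of oligodendrocytes as the whole cause would lower their markers about as far as the cholesterol list (−0.53), and 0 of 15 fell that far (lowest −0.43), while the mean of the list was 0.028, and −0.10 to 0.14 when 1 sample was left out; a smaller part is not excluded. Dilution by RNA of other cells as the whole cause would lower the genes of resident cells as far, and 4 of 80 genes of the astrocyte, oligodendrocyte, endothelium and neuron lists, 0 of 41 synaptic transmission and 0 of 20 potassium channel genes fell that far. A smaller part of dilution stays open, since 38 of the 41 synaptic transmission and 19 of the 20 potassium channel genes and 11 of 13 vascular endothelium markers were lower, by means of −0.19, −0.18 and −0.26. Targets of SREBF2 outside biosynthesis were lower by −0.44, which is consistent with lower activity of SREBF2 as a candidate explanation; SREBF2 was not measured as a protein. A batch was not tested, as the labels give none.

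More genes were called at TBI day 1 against sham day 14 (5918) than against sham day 1 (2458). The number of sham samples may add to this, but with 2 of the 4 sham day 14 samples a median of 4018 genes (range 3710 to 4312 over 6 choices) was called, so it is not the whole cause.

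Sharing sham day 14 between the comparisons might create common calls. Simulated unchanged groups that shared it had a median of 0 DEGs called at both days, against 470 observed. Sharing without any change thus created no common calls. Whether it adds common calls where TBI changes many genes cannot be told, because no changed genes were simulated. The simulated correlation across genes was 0.52 (range 0.47 to 0.54), close to the 0.53 observed. Without any effect of TBI, the simulated value follows from the shared samples and the group sizes. The observed value also holds effects of TBI, so the match does not show that the shared samples alone explain it.

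Of the 35 splits of the 8 samples of day 14 into 4 and 4, 1 gave as many DEGs as the real one (571; the next gave 0), and of the 35 splits of TBI day 1 and sham day 14, 1 gave as many calls (5918; the next 1137). For the lists at day 14, 9 of 35 splits gave as many calls by camera as the real 13 (median 10, highest 16), so the number of lists called by camera is not distinguished from other splits. By fry, 1 of 35 splits gave the real 12, and the others gave 0.

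TBI replicate 2 of the H3K4me3 data had the most peaks and the fewest tags. Of its peaks 2.84% had a −log10 q of at least 10, which is consistent with weak peaks near the calling threshold. Of these stronger peaks it had 10034, the fewest, and TBI replicate 1 had 13727, the most; more H3K4me3 sites after TBI cannot be told apart from an effect of depth by these numbers, because fewer tags lower the number of stronger peaks. Regions in both TBI samples and no sham sample (15055) might be read as sites gained after TBI, and TBI replicate 2 and sham replicate 2 alone shared 20771; this pair has the most peaks, so gained sites and the number of peaks called cannot be told apart here.

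The remaining lists, at day 1 and day 14 and with p-values adjusted by limma's camera and fry, were as follows. Ribosome biogenesis had a mean log2 fold change of 0.46 at day 1, with 25 of 27 genes higher, 12 called over all genes and 15 adjusted over the list alone (adjusted p = 3.4e-06 by limma's camera, 0.000235 by fry), and −0.04 at day 14 (0.614 and 0.838). The oxidative stress response had 0.71 with 12 of 16 higher, 5 called over all genes and 7 adjusted over the list alone (adjusted p = 0.016 by limma's camera, 0.000231 by fry), and 0.31 at day 14 (0.0609 and 0.0228), which camera called without sham day 14 replicate 3. Immediate early genes had 0.00 at day 1, with 5 of 20 called up and 5 down (5 and 8 adjusted over the list alone; adjusted p = 0.538 by limma's camera, 0.897 by fry), and 0.08 at day 14 (0.64 and 0.838). Oligodendrocyte markers had −0.77 with 14 of 15 lower, 7 called over all genes and 8 adjusted over the list alone (adjusted p = 0.000101 by limma's camera, 0.0338 by fry), and 0.03 at day 14 (0.75 and 0.892). Homeostatic astrocyte markers had −0.29 with 2 of 13 called up and 3 down (adjusted p = 0.152 by limma's camera, 0.261 by fry; 0.038 and −0.56 without sham day 1 replicates 1 and 2), and −0.03 at day 14 (0.805 and 0.892). The ranges when 1 sample was left out were −0.12 to 0.18 for immediate early genes at day 1, and at day 14 −0.070 to −0.012 for ribosome biogenesis, −0.013 to 0.15 for immediate early genes, −0.10 to 0.14 for oligodendrocyte and −0.11 to 0.026 for homeostatic astrocyte markers.

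Choroid plexus markers had −5.82 at day 1 with 18 of 18 lower, 14 called over all genes and 17 adjusted over the list alone (adjusted p = 0.00285 by limma's camera, 0.179 by fry), and 1.09 without sham day 1 replicate 1. At day 14 they had 4.51 with 18 higher, 1 called over all genes and 16 adjusted over the list alone (adjusted p = 8.61e-05 by limma's camera, 0.308 by fry), and without TBI day 14 replicate 3 the mean was 2.82 and was not called. Vascular endothelium markers had 0.75 with 12 of 13 higher (adjusted p = 0.0115 by limma's camera, 0.052 by fry; 1.51 and 0.33 without sham day 1 replicates 1 and 2) and −0.26 with 11 lower (0.0287 and 0.423), the latter not called by camera without sham day 14 replicates 2 or 4 or TBI day 14 replicate 3. Erythroid markers had 0.81 with 8 of 8 higher (adjusted p = 0.0515 by limma's camera, 0.139 by fry; 1.34 and 0.46 without sham day 1 replicates 1 and 2, and called by camera without TBI day 1 replicates 2 or 4) and −0.13 (0.573 and 0.838; 0.28 and −0.33 without sham day 14 replicates 2 and 3). Ependymal markers had 0.12 (adjusted p = 0.458 by limma's camera, 0.492 by fry; 2.88 and −0.62 without sham day 1 replicates 1 and 2) and 0.10 (0.832 and 0.892; −0.083 without TBI day 14 replicate 4 and 0.32 without replicate 2).

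Dentate granule neuron markers had −1.21 at day 1 with 7 of 8 lower, 4 called over all genes and 6 adjusted over the list alone (adjusted p = 0.00432 by limma's camera, 0.0188 by fry; −0.54 without sham day 1 replicate 2), and 0.07 at day 14 (0.969 and 0.979; −0.039 without TBI day 14 replicate 1 and 0.19 without sham day 14 replicate 2). Pyramidal neuron markers had −0.57 with 9 of 12 lower, 5 called over all genes and 5 adjusted over the list alone (adjusted p = 0.0294 by limma's camera, 0.052 by fry), and −0.08 (0.573 and 0.838; −0.13 without TBI day 14 replicate 1 and −0.043 without replicate 2). The mean of the pyramidal neuron markers at day 1 without sham day 1 replicate 2 was −0.19 over 14 genes, of which 2 passed the filter only in that fit, and −0.59 over the 12 tested with all samples. Thalamus neuron markers had −0.19 (adjusted p = 0.475 by limma's camera, 0.17 by fry; 0.00 without sham day 1 replicate 2) and 0.27 (0.16 and 0.00631). Cortex layer neuron markers had −0.38 (adjusted p = 0.0961 by limma's camera, 0.008 by fry; −0.25 without sham day 1 replicate 2) and 0.03 (0.969 and 0.838; −0.0012 and 0.10 without sham day 14 replicates 4 and 3).

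Some values belong at no claim. Ncf1 rose by 2.79 at day 14 (adjusted p = 7.78e-07 by edgeR) and Gfap by 2.06 (adjusted p = 7.26e-05). Between TBI day 1 against sham day 1 and TBI day 1 against sham day 14, 1912 DEGs were shared, 1894 in the same direction (correlation across genes 0.75). At day 14, Vegfa (−0.65), Nr2f2 (−1.01) and Oprl1 (−0.63) were called down, and lost the call in 5, 6 and 5 of the 8 fits that left out 1 sample of that day.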
